# IL-10 transcription is negatively regulated by BAF180, a component of the SWI/SNF chromatin remodeling enzyme

**DOI:** 10.1186/1471-2172-13-9

**Published:** 2012-02-15

**Authors:** Andrea L Wurster, Patricia Precht, Kevin G Becker, William H Wood, Yongqing Zhang, Zhong Wang, Michael J Pazin

## Abstract

**Background:**

SWI/SNF chromatin remodeling enzymes play a critical role in the development of T helper lymphocytes, including Th2 cells, and directly program chromatin structure at Th2 cytokine genes. Different versions of SWI/SNF complexes, including BAF and PBAF, have been described based on unique subunit composition. However, the relative role of BAF and PBAF in Th cell function and cytokine expression has not been reported.

**Results:**

Here we examine the role of the PBAF SWI/SNF complex in Th cell development and gene expression using mice deficient for a PBAF-specific component, BAF180. We find that T cell development in the thymus and lymphoid periphery is largely normal when the BAF180 gene is deleted late in thymic development. However, BAF180-deficient Th2 cells express high levels of the immunoregulatory cytokine IL-10. BAF180 binds directly to regulatory elements in the Il-10 locus but is replaced by BAF250 BAF complexes in the absence of BAF180, resulting in increased histone acetylation and CBP recruitment to the IL-10 locus.

**Conclusions:**

These results demonstrate that BAF180 is a repressor of IL-10 transcription in Th2 cells and suggest that the differential recruitment of different SWI/SNF subtypes can have direct consequences on chromatin structure and gene transcription.

## Background

In T cells, chromatin structure can be dependent on cell fate, cell activation, or both. This is well illustrated in the case of the Th2 cytokine cluster, containing the Th2 cytokines IL-4, IL-5 and IL-13 [1,2]. The Th2 cytokines are exclusively expressed in Th cells that have differentiated into the Th2 lineage and only upon T cell activation. DNase I hypersensitivity site (DHS) mapping of the cytokine loci from different Th subsets revealed dramatic changes in chromatin accessibility across the locus in Th2 cells compared to other Th lineages and undifferentiated Th precursors (Thps); typically, DHS are nucleosome-free regions created by chromatin remodeling proteins directed by the binding of transcription factors [2,3]. Many of the DHS were subsequently determined both genetically and biochemically to be enhancer and silencer elements important to Th2 cytokine expression and were marked with lineage-specific changes in histone modifications [2,3]. Although changes in nuclease accessibility across cytokine loci in response to differentiation and activation signals have been well documented, less is known about to the specific enzymes responsible for these changes [4].

IL-10 was originally described as a Th2-specific cytokine, and the IL-10 gene is located on a different chromosome from the Th2 cytokine gene cluster [5]. Like the Th2 cytokines, IL-10 expression in Th2 cells is accompanied by changes in the accessibility in the IL-10 locus directed by both lineage and activation-specific signals [6-8]. More recently the expression of IL-10 has been shown to be less restricted and more plastic than the classical Th2 cytokines. Both Th1 and Th17 cells can express IL-10 under specific conditions, while the newly described Th9 subset produces high levels of IL-10 along with IL-9 [9-11]. Biologically, IL-10 exhibits strong immunosuppressive effects and serves to attenuate immune responses. This is illustrated in the development of profound inflammatory bowel disease and exaggerated immune responses in IL-10-deficient mice [12]. Indeed, some Treg cell populations, critical for the negative regulation of immune responses, mediate their activity through IL-10 expression [13,14]. A number of studies have linked genetic variants at the IL-10 gene to human disease [15-18].

ATP-dependent remodeling enzymes contain SWI2/SNF2-like ATPase subunits, and these ATPases couple the hydrolysis of ATP to changes in chromatin structure. SWI/SNF, Mi2, ISWI, and other ATP-dependent remodeling enzymes are classified into subfamilies based upon homology of the ATPase subunit [4,19,20]. These remodeling enzymes appear to both activate and repress gene expression [4,21-25]. SWI/SNF complexes are arguably the best-characterized ATP-dependent remodeling enzymes in T lymphocytes, with demonstrated functions in both early T cell development and T cell effector function [4,26]. Mammalian SWI/SNF complexes contain one copy of either the BRG1 or Brm ATPase, and approximately 10 additional accessory subunits to form complexes that are generally over a megadalton in size. Two versions of SWI/SNF complex, BAF and PBAF, have been described, based on subunit composition [25,27-32], as well as other complexes specific to ES cells and neurons [33,34]. For example, BAF complexes contain either the BRG1 or Brm ATPase, and either BAF250a or BAF250b. PBAF complexes contain BAF180, BAF200 and the BRG1 ATPase but not Brm. Importantly, BAF and PBAF complexes appear to regulate different target genes [29,31].

Previous we identified BAF250-containing BAF complexes as important chromatin remodelers of cytokine loci in T cells [24,35] and, in ES cells, regulators of pluripotency and self-renewal [36,37]. BAF complexes have established roles in cell cycle [38] and tumorigenesis [39]. PBAF complexes are known to be important in coronary development [40,41]. However, a role for PBAF complexes in T cell differentiation and effector function has not been explored. The PBAF specific SWI/SNF component, BAF180 or polybromo (Pbrm1), appears to direct the regulation of a unique set of target genes [42]. BAF180-deficient mice have defects in cardiac development that include the specific misregulation of retinoic acid-induced genes [41]. BAF180 also plays an important role in the regulation of the cell cycle due, at least in part, to its ability to activate the transcription of the cell cycle regulator p21 [43,44]. BAF180 mutations have been identified in breast and renal cancers suggesting BAF180 is a tumor suppressor gene [44,45]. Mutation of another PBAF component, BAF200/Arid2, is found in hepatocellular carcinoma [46]. The BAF180 protein includes an HMG DNA binding domain, two bromo-adjacent homology domains involved in protein-protein interactions and an array of six tandem bromodomains shown to bind to specific acetylated histone residues [42]. Recruitment of BAF180 to its specific gene targets has been suggested to involve interactions with other proteins, including transcription factors, and the recognition of specific histone signatures.

In this study we examine the role of BAF180-containing PBAF complexes in CD4+ T cells. Using cells from mice conditionally deleted for BAF180 in T cells, we found that overall thymus and peripheral T cell development was intact. Additionally, the ex-vivo differentiation of CD4 T helper cells into different effector fates was not absolutely dependent on BAF180. However, BAF180 appeared to function as a repressor of the immunoregulatory cytokine, IL-10, in Th2 cells. BAF180 bound directly to regulatory elements in the Il-10 locus but was replaced by BAF250-containing BAF complexes in the absence of BAF180, resulting in increased histone acetylation and CBP recruitment to the IL-10 locus. These results suggest that the differential recruitment of different SWI/SNF subtypes (BAF and PBAF) can have direct consequences on gene transcription and cell fate in T cells.

## Methods

### Mice

The generation of BAF180 conditional KO ES cell lines and mice are similar to that applied in BAF250a KOs [36]. The BAF180 genomic sequences used for generating the initial KOs [40] were subcloned into the conditional KO vector [36]. The generation of BAF180 conditional KO ES cell lines and mice are similar to that applied in BAF250a KOs [35]. Briefly, two FRT and two loxp sites, together with a polylinker sequence, were engineered into a vector containing a promoterless β-geo trapping cassette derived from pGT1. DNA fragments ~4 kb in length were PCR-amplified from genomic DNA 5' and 3' of exon 11 of BAF180 and inserted into the targeting vector as applied previously for conventional BAF180 KO. A 0.5-kb fragment containing exon 11 was PCR-amplified and inserted upstream of the β-geo trapping cassette. The BAF180 conditional knockout vector was linearized by NotI digestion and electroporated into E14 feeder-independent ES cells to generate heterozygous ES lines after selection in G418. Targeted ES lines were confirmed by Southern analysis. Spe I digestion produces a 7.8-kb fragment for wild type (WT) allele and a 5.9-kb fragment for a mutant allele. The probe used is located between the Spe I sites and distal to the 5' recombination region as applied previously for conventional BAF180 KO. BAF180 heterozygous mice were obtained as described and these mice were kept in a B6-129 mixed genetic background before they were crossed to CD4-Cre mice. All other procedures were as described previously [40]. CD4-Cre mice were obtained from Taconic. Animal approval was from the NIA ACUC, protocol ASP-365-MJP-Mi, and all experiments conform to the relevant regulatory standards.

### Cell culture

Mouse T cells were isolated and cultured essentially as described previously [24,47]. Naïve Thp cells were purified from lymph node and spleens by using CD4 + CD62+ T cell isolation kit (Miltenyi) to 95% purity. Lymphocytes were cultured in RPMI 1640 supplemented with 10% FCS, 100 U/ml penicillin, 100 μg/ml streptomycin, 1 mM Sodium Pyruvate, 2 mM L-glutamine, 25 mM Hepes, 50 μM β-mercaptoethanol. Purified naïve Thp cells were plated onto anti-CD3 (1 μg/ml), anti-CD28 (2 μg/ml) coated plates at 1-2 × 10^6 ^in the presence of 10 ng/ml IL-4, 10 μg/ml anti-IFNγ (Th2 conditions) or 1 ng/ml IL-12, 10 μg/ml anti-IL-4 (Th1 conditions). IL-2 (100 U/ml) was added 24 h later. Cultures were expanded in IL-2 (100 U/ml) 3 days after initial culture. For Th17 differentiation naïve Thp cells were cultured with soluble anti-CD3 (4 μg/ml), soluble anti-CD28 (1 μg/ml), 10 μg/ml of both anti-IL-4 and anti-IFNγ, 100 ng/ml IL-6, 10 ng/ml IL-1β and 1 ng/ml TGF-β. Th17 cells were expanded in 10 ng/ml IL-23. Proper differentiation was confirmed by intracellular cytokine staining for Th lineage signature cytokines and mRNA analysis.

### FACS analysis

Cells were stained, then analyzed on a FACSCalibur (BD Biosciences) using CellQuest software and standard methods. Fluorescently labeled antibodies to CD4, CD62L, CD44, CD8, CD3, and B220 were all purchased from BD Pharmingen. Before staining, Fc receptors were blocked with anti-CD16/32 Ab (BD Pharmingen). Negative controls consisted of isotype-matched, conjugated, nonspecific Abs (BD Pharmingen). Intracellular cytokine staining was performed using the Intracellular Cytokine Staining Kit (BD Pharmingen). Briefly, the cells were stimulated with PMA and Ionomycin for 4 hours in the presence of brefeldin A. The cells were fixed with paraformaldehyde, permeabilized and subsequently stained for cytokine expression using antibodies purchased from BD Pharmingen.

### Cell proliferation

Naïve Thp cells were plated in triplicate at 10,000 cells per well of a 96 well plate in the presence of the indicated amounts of plate bound anti-CD3 and 1 μg/ml anti-CD28 (Pharmingen). Proliferation was assessed after 72 h incubation using CyQuant

Cell Proliferation Assay (Invitrogen). Fluorescence was measured on a CytoFluor 4000 fluorescent plate reader. Each bar is the average and standard deviation of three wells and representative of three independent experiments.

### RNA analysis

Total RNA was purified using RNeasy columns (Qiagen). cDNA was made using iScript (BioRad) according to the manufacturer's instructions. Steady state mRNA levels of indicated genes were determined by real time PCR using SYBR green (Qiagen) on an ABI 7500. Ongoing transcription of IL-10 was measured by detection of the IL-10 primary (unspliced) transcript. Expression levels were normalized to mTBP [24,48] or m-actin as indicated. Oligo sequences are in Table 1; IL-10 primary transcript oligo pair is IL-10 pri.

**Table 1:** Primers for steady-state mRNA and primary transcript

Locus	Primer name	Primer 1	Primer 2
IL-4	MP 588	ACAGGAGAAGGGACGCCAT	GAAGCCCTACAGACGAGCTCA

IL-13	MP 590	AGACCAGACTCCCCTGTGCA	TGGGTCCTGTAGATGGCATTG

IFN-γ	MP 592	GGATGCATTCATGAGTATTGC	CCTTTTCCGCTTCCTGAGG

IL-5	MP 779	AGCACAGTGGTGAAAGAGACCTT	TCCAATGCATAGCTGGTGATTT

IL-17A	MP 1018	ATCAGGACGCGCAAACATG	GCAGCAACAGCATCAGAGACA

IL-17 F	MP 1020	ATTCCAGAACCGCTCCAGTTC	GGGTCTCGAGTGATGTTGTAATCC

IL-10	MP 1016	GGCGCTGTCATCGATTTCTC	GCTCCACTGCCTTGCTCTTATTT

IL-10 pri	MP 1082	CCAATGGGTACTAACCAGATGCT	AATTCATTCATGGCCTTGTAGACA

T-bet	MP 602	CAACAACCCCTTTGCCAAAG	TCCCCCAAGCAGTTGACAGT

GATA3	MP 604	AGAACCGGCCCCTTATCAA	AGTTCGCGCAGGATGTCC

RORγT	MP 1564	CTGTTTCGAGCCTTGGGCT	AAAGTCAAATATGGAGCTGATGAGC

actin	MP 598	AGAGGGAAATCGTGCGTGAC	CAATAGTGATGACCTGGCCGT

TBP	MP 935	CTTCGTGCAAGAAATGCTGAATAT	TGTCCGTGGCTCTCTTATTCTCA

### Illumina oligonucleotide microarray analysis

Three pairs of RNA's from resting and stimulated WT and BAF180-/- Th2 cells were analyzed by microarray analysis. Transcriptional profiling was determined using Illumina beadchips as described previously [49]. Briefly, total RNA was used to generate biotin-labeled cRNA using the Illumina TotalPrep RNA Amplification Kit. A total of 0.75 ug of biotin-labeled cRNA was hybridized at 58°C for 16 h to Illumina's Sentrix Mouse Ref-8v2 Expression BeadChips (Illumina, San Diego, CA). The arrays were washed, blocked and the labeled cRNA was detected by staining with streptavidin-Cy3. Hybridized arrays were scanned using an Illumina BeadStation 500× Genetic Analysis Systems scanner and the image data extracted using the Illumina GenomeStudio software, version 1.1.1.1. For statistical analysis, the expression data were filtered to include only probes with a consistent signal on each chip, and a detection *p *value of less than or equal to 0.02 for at least one sample of the data. The resulting dataset was next analyzed with DIANE 6.0, a spreadsheet-based microarray analysis program. An overview of DIANE can be found online at http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf. Using DIANE, the results were normalized with a Z-Score transformation [50]. Z-normalized data were then analyzed with principal component analysis (PCA). To determine the gene expression changes within each specific RNA comparison, Z-Scores for paired treatment groups were compared using the Z-Ratio statistic [50]:

$$Z-Ratio=\frac{Z-Score_{LPS}-Z-Score_{Vehicle}}{\sigma \left[Z-Score_{LPS}-Z-Score_{Vehicle}\right]}$$

Expression changes for individual genes were considered significant if they met four criteria: Z-Ratio above 1.5 or below -1.5; false detection rate (FDR) [51] of less than 0.30; a *P*-value statistic for Z-Score replicability below 0.05; and mean background-corrected signal intensity greater than zero. Differentially expressed genes were identified as significant (*p *< 0.05) based on Z-scores. Gene set analysis using GO gene sets with the PAGE [52] algorithm was performed as previously described [53]. The data are publicly available at GEO (GSE31676).

### Immunoblot analysis

Whole cell extracts were prepared from Th2 cells by lysing cells in 50 mM Tris 7.4, 1% NP40, 150 mM NaCl, 0.5% Deoxycholate, 0.1% SDS and clearing the lysates by centrifugation. Protein extracts were separated on a 6% polyacrylamide gel and transferred to a PVDF membrane (BioRad). The immunoblots were blocked for 1 h at room temperature in 5% milk in TBST (50 mM Tris pH7.5, 100 mM NaCl, 0.03% Tween 20) and incubated with the BAF180 antibody (Bethyl A301-590A) or BRG1 antibody (Upstate/Millipore 07-478) overnight at 4°C. The blots were washed with TBST and incubated with anti-rabbit HRP-conjugated antibody (Zymed) at room temperature. After washing the blots with TBST, detection was carried out using enhanced chemiluminescence (Amersham) according to manufacturer's instructions.

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation was performed using methods similar to those described previously [21,24,47,54]; details are available on request. Approximately 20 million cells (for 3-5 immunoprecipitations) were crosslinked with 1% formaldehyde and quenched with glycine. Cells were lysed with buffer containing 1% SDS, treated with micrococcal nuclease, sonicated until the average DNA size was approximately 500 bp, and adjusted to 0.1% SDS, 1% Triton X-100 and 150 mM NaCl at 5 ml. Sonicates were precleared with protein A Sepharose (Upstate) and IP was performed with the following antibodies: 1 ug H3K9Ac (Abcam ab4441), 0.5 ul BRG1 (J1, Weidong Wang), 1 ug H3K18Ac (Abcam ab1191), 1 ug H3K4Me (Abcam ab8895), 2 ug BAF180 (A301-591A Bethyl Laboratories), 2 ug BAF250 (A301-041A Bethyl Laboratories), 1 ug CBP (Assay Biotech Ab-1535) or rabbit IgG (Santa Cruz sc-2027). Chromatin was collected with protein A, washed, eluted with TE pH 10.0 and crosslinks were reversed, followed by protease treatment. Chromatin was quantified by real-time PCR (Q-PCR) using an Applied Biosystems 7500 with Sybr Green detection (Biorad). Graphs indicate immunoprecipitated chromatin amounts relative to input DNA (% input). Oligo sequences are in Table 2.

**Table 2:** Primers for ChIP and DNase hypersensitivity

Locus	Primer name	Primer 1	Primer 2
IL-10-30.4	MP 1116	GCCCTTCTGGAGCTGGTTAGT	TCATACTTGGGCATGGAAATTTC

IL-10-29.8	MP 1117	GCTCTTGCTGCACATAATTCTGTAC	TGAAAGACTAGAACAAATGTGAACGA

IL-10-25.9	MP 2014	TCTGTTCCCAACTTAGGCTGC	GACCCACCAAAAGCTTCTGG

IL-10-23.3	MP 2015	CCTGGATGCGAAAGACCTCA	TGTGGATGGAGGGAGCATTC

IL-10-20.7	MP 1118	TGGATTGGCATGGGTAGAGAA	ATCACCCCAGACTGGATGTCA

IL-10-20.1	MP 1119	CCCTCCAGGTCTCGTCTCAAG	CTTTTGATTCCCATGCCTTACC

IL-10-17.2	MP 1120	CCTGCCTCATTATTAGCGTCTCTT	CATGGCCTTGGAAATAATATGCA

IL-10-17.0	MP 1121	TGAGAAGGTAAGAGGTTGCCATTA	TCTCTCCCCTGCCTCTTTTTC

IL-10-9	MP 911	AACACAGGTGAACACGCAAAAG	CTGGAAGTGCCATTCTGTAAGAGA

IL-10 pro	MP 913	GCCCATTTATCCACGTCATTATG	TGTTCTATGTACAGAGGCCCTCATC

IL-10 +1.8	MP 1246	GGTCTCTTGCTCATCTGTCTCTGA	AGGCTATGCGCAAATCTTCAC

IL-10 +3.2	MP 2016	CTCCCCCAAATCAGAACGAG	GCCCCGGGACAAGTAAGAAT

IL-10 +6.2	MP 2017	GCAGAGAGTGGGATGGCTCA	TCTCACTGGTGCCCGCA

IL-10 +18	MP 2018	AGGAGTTCAGGAGGCATGGA	TCACCATGTCTTGTGGTAACAGC

Nfm	MP 855	CCACGGCGCTGAAGGA	CTGGTGCATGTTCTGGTCTGA

## Results

### T lymphocyte development is essentially normal when the BAF180 gene is deleted relatively late in thymocyte development

Previous work from our laboratory identified a role for BRG-containing SWI/SNF complexes in the differentiation of Th2 cells as well as in the acute induction cytokine genes from Th2 and IL-3/GMCSF loci [24,35]. Additionally, using siRNA technology in effector Th cells we identified BAF250a-containing BAF complexes as an important SWI/SNF component in Th2 and IL-3/GMCSF cytokine expression [24,35]. By contrast, we did not identify a role for BAF180-containing PBAF complexes in effector Th2 cytokine expression and did not explore the role of BAF180 in Th2 differentiation. However, it remained possible that the siRNA-mediated partial depletion of BAF180 was not sufficient to reveal the role of BAF180 in T cells. To more thoroughly explore this issue we made use of a mouse strain made conditionally deficient for BAF180 in T cells [41]. Since we were testing the role of BAF180 in peripheral CD4 T cell function, we chose the CD4 promoter/enhancer driver for cre recombinase expression, as this expression cassette is expressed at a relatively late stage of thymocyte development [55]; we also expected T cell specific deletion would bypass the coronary and trophoblast defects occurring in embryos lacking BAF180 [40].

As expected, in the presence of the cre recombinase transgene, we observed complete loss of BAF180 protein expression in T cells from BAF180fl/fl mice (Figure 1). By contrast, there was little if any effect on BRG1, another SWI/SNF component. Loss of BAF180 protein expression did not grossly affect cell number from the thymus, spleen or lymph nodes (Figure 2A, B and data not shown) suggesting that overall T cell development and expansion was not strongly affected by the loss of BAF180 at this late stage. This was further supported by FACS analysis showing typical staining profiles for CD4 and CD8 T cell subsets in both the thymus and lymphoid periphery, as well as typical T:B cell ratios in the spleen (Figures 2B, C, D and 3A).

**Figure 1:**
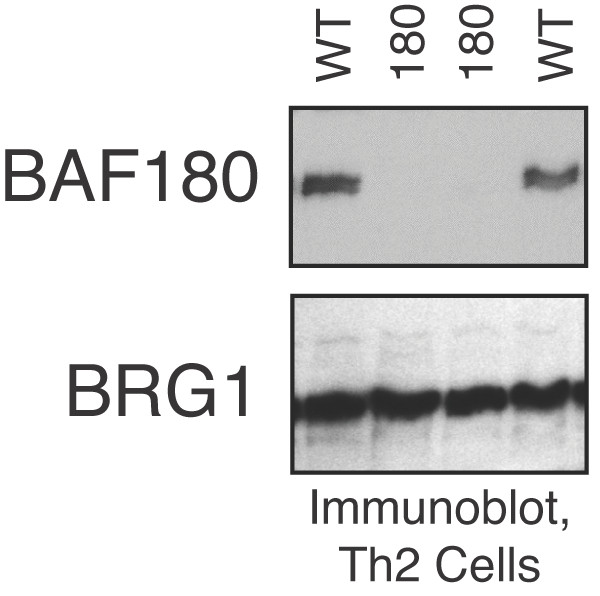
**T cell specific deletion of BAF180 Immunoblot of proteins from wild-type (WT) and BAF180-/- (180) Th2 cells**. BAF180 (upper panel) and BRG1 (lower panel) were visualized.

**Figure 2:**
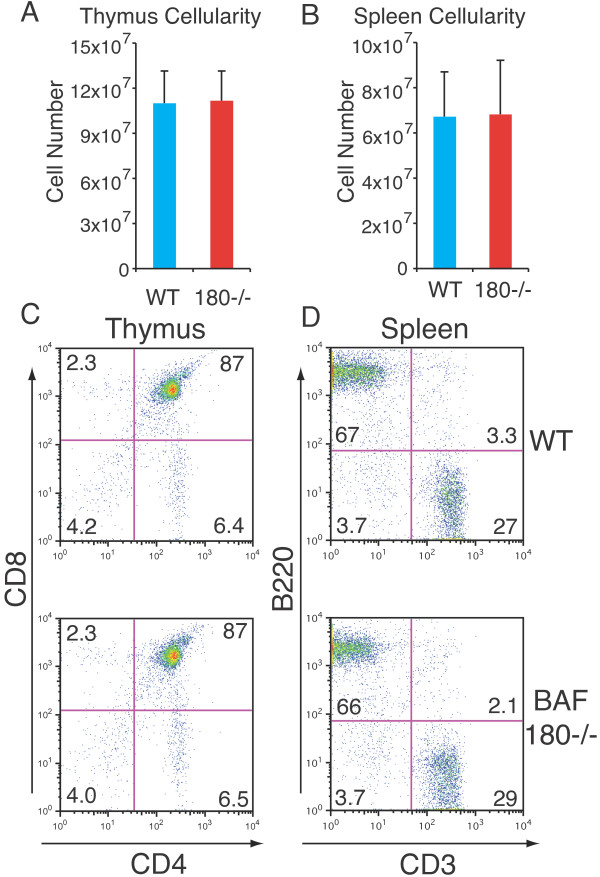
**T cell specific deletion of BAF180 has little or no effect on T cell development A,B) Cell numbers of A) thymus and B) spleen from wild-type (WT) and BAF180-/- (180-/-) mice, n = 5 pairs of mice**. C,D) Cell surface staining of C) CD8 and CD4 expression on thymocytes and D) B220 and CD3 expression on splenocytes from WT and BAF180-/- mice.

**Figure 3:**
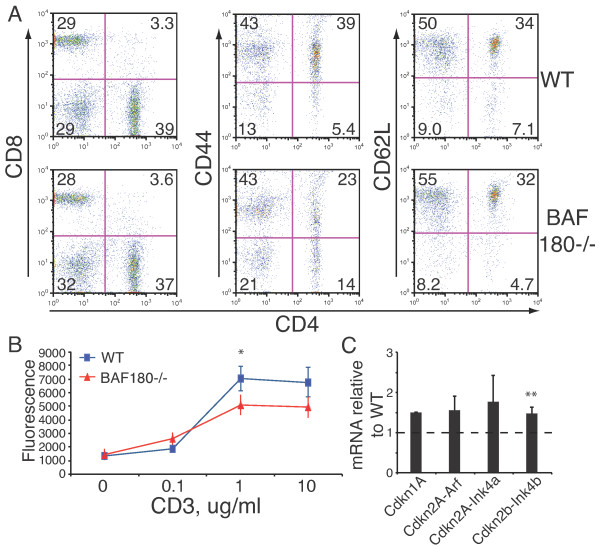
**Cell surface markers and proliferation of BAF180-deficient Th cells **A**) Cell surface staining of lymph nodes from WT (upper) and BAF180-/- (lower) mice, as a function of CD4 expression**. CD8 (left), CD44 (middle) and CD62L (right) were detected. **B**) Proliferation of CD4+ T cells purified from WT and BAF180-/- mice using the indicated concentration of plate bound anti-CD3 antibody and 1 μg/ml anti-CD28. Asterisk indicates *p *< 0.05. **C**) Cell cycle inhibitor RNA expression in restimulated Th2 cells from WT and BAF180-deficient mice was quantified by real time RT-PCR and normalized to WT values. n = 3. Double asterisk indicates *p *< 0.01; paired *T*-test values were Cdkn1A, 0.07; Cdkn2A-Arf, 0.21; Cdkn2A-Ink4a, 0.25, and Cdkn2B-Ink4B, 0.005. In stimulated naïve cells, the ratios/p values were Cdkn1A, 2.27/0.40; Cdkn2A-Arf, 3.34/0.02, Cdkn2A-Ink4a, 4.14/0.18, and Cdkn2B-Ink4B, 2.20/0.07.

We detected two subtle changes in BAF180-deficient peripheral CD4 T cells. First, although the naïve and central memory marker CD62L was unchanged in BAF180-deficient T cells, we observed a general down-regulation of the memory marker CD44 in peripheral T cells (Figure 3A). We do not know whether the loss of CD44 expression was a direct consequence of reduced CD44 transcription when BAF180 no longer functions on the CD44 gene, or alternatively an indirect effect of altered memory cell function in the absence of BAF180. In support of the former possibility, CD44 was one of the first bona fide SWI/SNF target genes identified in mammalian cells [56]. Additionally, we observed direct recruitment of PBAF complexes to multiple transcriptional elements in the CD44 gene (data not shown) suggesting that BAF180 was a direct positive regulator of CD44 expression in T cells. Second, BAF180-deficient CD4 T cells consistently displayed a slight decrease in proliferative response to T cell stimulation (Figure 3B). This correlated with a small increase in the expression of cell cycle inhibitors in BAF180-deficient T cells (Figure 3C).

### Enhanced Th2 differentiation in the absence of BAF180

In order to determine if BAF180 is involved in Th differentiation, we purified naïve CD4 T cells (Thp) from wildtype and BAF180-deficient mice and cultured the cells under Th1, Th2 and Th17 skewing conditions (Figure 4A); throughout this study, restimulated cells were activated with PMA and ionomycin. Analysis of expression of Th-subset specific cytokines and transcription factors revealed that, in the absence of BAF180, Th-differentiation was largely intact (Figure 4B, C, D). Additionally, BAF180-deficient T cells expanded similarly to wildtype T cells when cultured under skewing conditions with exogenous cytokines. We did consistently observe a slight enhancement of IL-4 expression and a larger increase in IL-10 expression in BAF180-deficient Th2 cells (Figure 4C). These results suggest that BAF180-deficient Th cells are largely capable of differentiating into several Th lineages and express Th cytokines appropriately. However, BAF180 appeared to repress IL-10 and perhaps IL-4 in Th2 cells.

**Figure 4:**
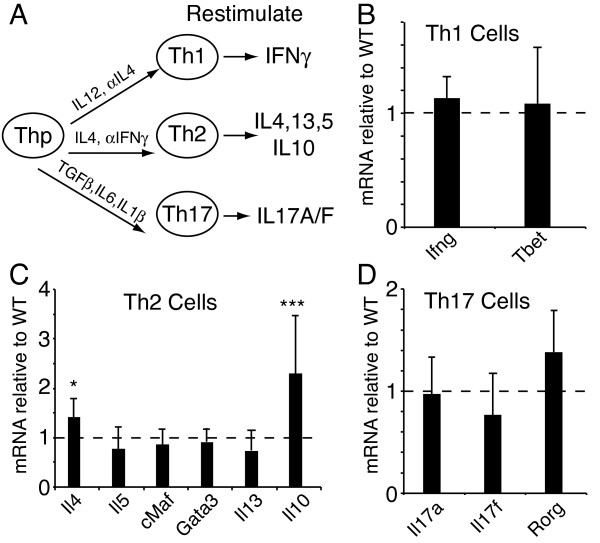
**Th differentiation in the absence of BAF180 A) Scheme for differentiation of T helper cells in culture, and restimulation with PMA/ionomycin**. B) Th1 cytokine and transcription factor expression as assessed by real time RT-PCR in WT and BAF180-/- stimulated Th1 cells. C) Th2 cytokine and transcription factor expression as assessed by real time RT-PCR comparing WT and BAF180-/- stimulated Th2 cells. D) Th17 cytokine and transcription factor expression as assessed by real time RT-PCR in WT and BAF180-/- stimulated Th17 cells. Results are the average and standard deviation of four independent experiments. The change in IL-10 was statistically significant (*p *< 0.005), the change in IL-4 was significant (*p *< 0.05) while none of the other tests here were significant.

### Deletion of BAF180 alters gene expression in Th2 cells

After observing some changes in candidate gene expression in BAF180-deficient Th2 cells, we expanded our analysis in a comprehensive, unbiased manner using beadchip analysis. We identified BAF180-dependent gene expression in resting and restimulated Th2 cells and Naïve CD4+ Th cells; primary data were deposited in GEO (GSE31676). 

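Gene expression was measured on 24 Illumina MouseRef-8 v2 BeadChip arrays, each hybridized with labelled cRNA made from the total RNA of CD4+ T cells. There were 4 cell states, and each had 3 arrays from WT and 3 from BAF180-deficient cells, labelled replicates A, B and C. Resting Naïve cells were taken from spleen and lymph nodes, and stimulated Naïve cells had spent 24 h on anti-CD3 at 1 µg/ml and anti-CD28 at 2 µg/ml. Th2 cells had been grown with IL-4 at 10 ng/ml and IL-2 at 100 U/ml, and stimulated Th2 cells were then treated for 1.5 h with PMA at 50 ng/ml and ionomycin at 500 ng/ml. For each of 25697 probes the authors deposited the GenomeStudio intensity, without normalization or background subtraction, and a detection p-value. Between 8047 and 10689 probes per array had a detection p of at most 0.02. The median number of such probes was 10123 in WT and 10329 in BAF180-deficient resting Th2 cells, and 9398 and 9406 in stimulated Th2 cells. In resting Naïve cells it was 8550 and 8918, and in stimulated Naïve cells 9473 and 10030. The 14246 probes of 10419 genes that were detected on at least 1 array were kept. Intensities were corrected for background from the detection p-values, log2 transformed and quantile normalized (neqc in limma), in place of the Z-score normalization of the methods. A single limma model with 8 group means was fitted to the 24 arrays. The median standard error of a log2 difference between genotypes was 0.19, and the 3 arrays per group limit the precision.
The labels were checked on Pbrm1, the gene that encodes BAF180. Its brightest probe fell from 8.85 ± 0.10 (mean log2 intensity ± SD, n = 3) in WT to 7.02 ± 0.10 in BAF180-deficient resting Th2 cells. The difference of -1.83 (standard error 0.22) had a limma adjusted p of 0.000876. The differences were -1.39 in stimulated Th2 cells (adjusted p = 0.0132), -0.999 in resting Naïve cells (0.113) and -1.60 in stimulated Naïve cells (0.00673). Every BAF180-deficient array lay below every WT array in each state (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The other 2 probes of Pbrm1 were also lower in all 4 states. When only the 6 arrays of 1 state were fitted, Pbrm1 met the 4 criteria of the methods in resting Th2 cells alone. In resting Naïve cells it also missed the FDR criterion under Z-score normalization (-0.93), under normalization within the cell state (-0.94) and without BAF180-deficient replicate B (-0.88).

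**Figure D1:**
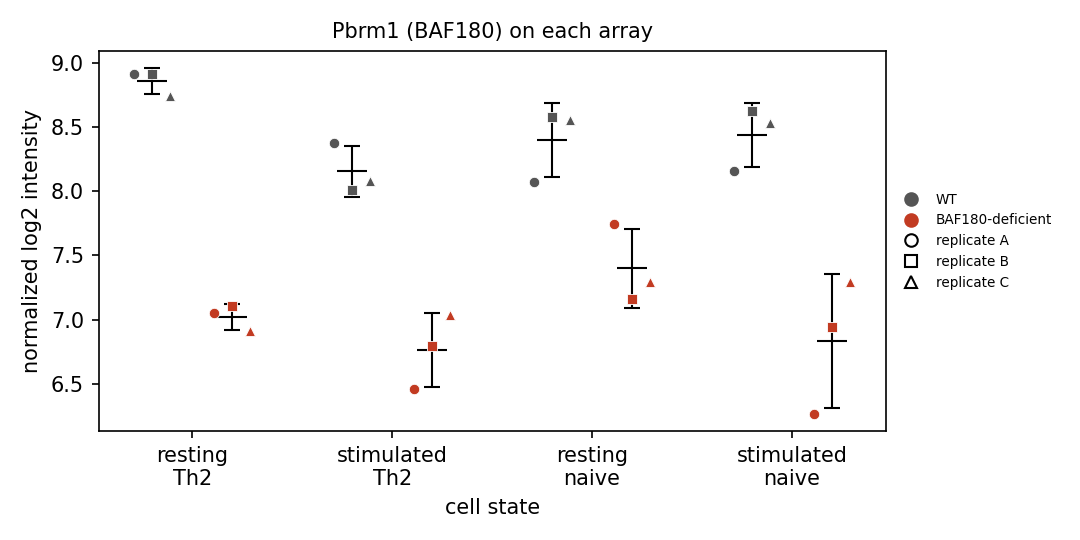
Normalized log2 intensity of Pbrm1 (y axis) on each array by cell state and genotype (x axis). Points are arrays, with the replicate letter as their shape, and bars are the mean ± SD of 3 arrays, with BAF180-deficient arrays below WT arrays in all 4 states.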

We found the expression of approximately 1,100 genes was augmented or diminished in a statistically significant manner, following depletion of BAF180 protein in one or more of these conditions (Figure 5). 

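A gene was counted when a probe met the 4 criteria of the methods, with the P-value and the Benjamini-Hochberg FDR taken from limma. The methods cite the significance analysis of microarrays for their FDR, which was not run here. By these criteria 116 genes differed between the genotypes in at least 1 state, 61 of them higher and 55 lower in BAF180-deficient cells. The numbers were 11 genes in resting Th2 cells, 11 in stimulated Th2 cells, 92 in resting Naïve cells and 10 in stimulated Naïve cells, and 6 genes were counted in more than 1 state. The FDR criterion decided these numbers. Probes with an unadjusted p below 0.05 numbered 492, 387, 967 and 320 in the same order, where 712.3 of the kept probes would by chance. The lowest adjusted p was 0.000876, 0.00304, 0.000293 and 0.00673. Values of the 2 genotypes did not overlap for 10.1%, 7.31%, 7.99% and 6.46% of probes, where 10% are left without overlap by chance. As a ratio, the number of genes in any state moved most, to 2, when only the 6 arrays of each comparison were fitted. With the replicate letter as a block, which treats A, B and C as pairs of mice, it was 698, and without WT replicate C of resting Naïve cells it was 603. The criteria without the FDR, tried after the values were seen, counted 1494 genes. By the 4 criteria, 6 of the 9 other divisions of the 6 mice into 3 against 3 counted at least 116 genes in any state. In resting Naïve cells 2 of the 3 other divisions that part all pairs of replicate letters counted at least 92. Chance is therefore not excluded for the total or for resting Naïve cells.
Among counted genes whose arrays separated by genotype, each taken by its brightest probe, the largest differences in resting Th2 cells were in Emilin2, Lif, Sdcbp2 and Gnaz, from 0.66 to 2.10 higher in BAF180-deficient cells, and in Pbrm1, Hsd17b11, Gpnmb, Cmpk2 and Mansc1, with differences from -1.83 to -1.01 (Hsd17b11 was detected on 1 of 3 BAF180-deficient arrays). In stimulated Th2 cells they were in Grhl1 (0.84) and Gm5127 (0.66) and, on the lower side, in Nrn1, Upp1, Slc7a3, Pbrm1 and Eif2ak2, from -1.76 to -1.34. Eif2ak2 was 1 of a list of interferon-response genes that were all lower there. In resting Naïve cells Smpdl3b, Aldh5a1, Lamc1, Gstt2 and S100a6 were higher by 1.07 to 1.33, and Dnajc6, Dapl1 and Pbrm1 differed by -1.08 to -0.999. Lamc1 and Gstt2 were detected on 1 of 3 WT arrays and Dapl1 on 1 of 3 BAF180-deficient arrays. Car11 (adjusted p = 0.00104) and 4930486L24Rik (0.000293) were not detected in BAF180-deficient cells and were at least 1.88-fold and 1.94-fold higher in WT, with undetected values raised to the lowest detected signal of their array. S100a6 was 1 of a list of memory T cell genes that were mostly higher there. In stimulated Naïve cells Scg2 and Aldh5a1 were higher by 1.31 and 0.97, Lum and Tm4sf5 (adjusted p = 0.243 and 0.214), not detected in WT, were at least 1.33-fold and 1.24-fold higher, and Pbrm1, Slc7a3, Poglut2 and Osbpl2 differed by -1.60 to -0.68. Aldh5a1 and Osbpl2 did not meet the FDR criterion in stimulated Naïve cells with the replicate block (adjusted p = 0.329 and 0.384).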

More genes were affected in resting cells than in stimulated cells. 

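The counts added to 99 genes in at least 1 resting state and 19 in at least 1 stimulated state. Within Th2 cells the 2 counts were equal, so the excess came from Naïve cells in this model. Z-score normalization counted 27 genes at rest against 9 after stimulation in Th2 cells and 12 against 5 in Naïve cells. Normalization within the cell state counted 59 against 14 in Th2 cells and fewer at rest, 7 against 22, in Naïve cells. The order in Th2 cells was also the other way without a filter (5 against 7) and without moderated variances (4 against 5). A gene that passes a threshold in only 1 state need not differ between states, so the change in the genotype difference upon stimulation was tested for each probe as an interaction in limma. No probe (0) had an adjusted p below 0.05 in Th2 cells, where the lowest was 0.619, and 0 did in Naïve cells, where it was 0.0551. At an unadjusted p below 0.05 there were 257 and 324 probes. With the block the count was larger at rest in both cell types, 121 against 40 genes in Th2 cells and 570 against 30 in Naïve cells. In resting Naïve cells divisions other than by genotype gave 395, 815 and 915 genes with the block, so the 570 cannot be credited to genotype.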

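Of the counted genes in resting Th2 cells 4 were higher and 7 lower in the BAF180-deficient cells. The share of higher genes was 36.4%, with an exact (Clopper-Pearson) 95% confidence interval of 10.9% to 69.2% that covers counting error only. In resting Naïve cells 52 were higher and 40 lower, a share of 56.5% (45.8% to 66.8%). Both intervals include equal numbers. With the replicate block 67 were higher and 54 lower in resting Th2 cells, and 304 and 266 in resting Naïve cells. Z-score normalization gave 14 higher and 13 lower in resting Th2 cells but 5 higher and 7 lower in resting Naïve cells. In stimulated Th2 cells 2 genes were higher and 9 lower, and in stimulated Naïve cells 5 and 5.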

In resting cells, more genes were upregulated than downregulated after deletion of BAF180, suggesting the major function of BAF180 in resting Th cells was to repress gene expression. 

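Counted over both states of a cell type, 21 genes differed between the genotypes in Th2 cells and 100 in Naïve cells. Chance is not excluded for the resting Naïve count, since other divisions of the same arrays counted as many genes. The order of the resting states depended on the normalization. Z-score normalization counted 27 genes in resting Th2 and 12 in resting Naïve cells, and normalization within each cell state counted 59 and 7. The difference in the genotype effect between resting Th2 and resting Naïve cells was also tested as an interaction. It gave 0 probes with a limma adjusted p below 0.05 (lowest 0.0503) and 385 with an unadjusted p below 0.05.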

More genes were affected in differentiated cells than in Naïve cells.

**Figure 5:**
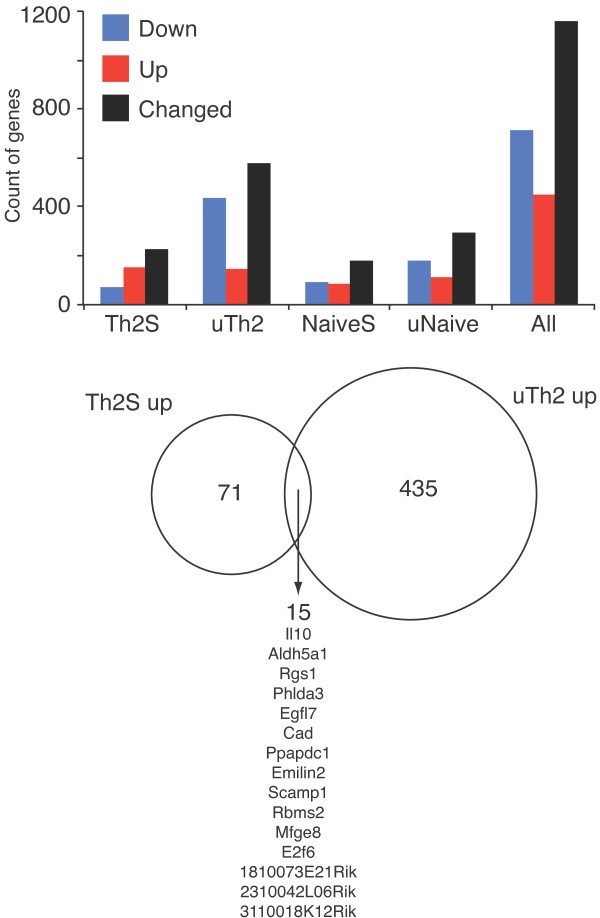
**BAF180**-**dependent gene expression changes in Th2 cells Upregulated and downregulated genes were counted in each cell type, after removing genes that were not expressed, and removing genes without statistically significant changes**. Total is the sum of upregulated and downregulated genes within a cell type. Cell types are listed below the graph; "Any" is a count of every gene that is regulated under at least one condition. Array data were derived from 3 pairs of WT and BAF180-/- mice. Data are deposited in GEO (GSE31676).

Among GO term gene sets in stimulated Th2 cells, decreased expression in pathways involving nucleosome assembly, transcription and DNA binding were evident in BAF180-deficient Th2 cells, while pathways involving ribosome biogenesis and translation were increased. 

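Gene sets were the 580 GO terms that the array annotation gives to at least 10 kept probes, tested with camera in limma at a preset correlation of 0.01 between genes. In stimulated Th2 cells 12 terms had an adjusted p below 0.05, 6 of them higher and 6 lower in BAF180-deficient cells. The 44 probes of nucleosome assembly had a mean log2 difference of -0.18, 5 of them were higher, and the camera adjusted p was 0.000257. Without WT replicate C or BAF180-deficient replicate B it was 0.262 and 0.290, and without the detection filter 0.0677. DNA binding (758 probes) and transcription (665 probes) each had a mean difference of -0.015, with adjusted p of 0.936 and 0.910. Ribosome biogenesis (85 probes) had a mean of -0.034 (adjusted p = 0.767) and protein biosynthesis (181 probes), the term that holds translation, a mean of -0.023 (0.838). With Z-score normalization both of these means were above 0, at 0.035 and 0.028, and without WT replicate B they were above 0 as well. The number of terms was 25 by the PAGE method of the paper, 5 without the detection filter, 3 with 1 probe per gene and 1 by fry, the test in limma that keeps the correlation in the data. That 1 term was nucleoside metabolism, the only camera call in stimulated Th2 cells that held under fry, where the adjusted p of nucleosome assembly was 0.998. In resting Th2 cells camera and fry called 0 terms and PAGE 47, and 56 had an unadjusted camera p below 0.05. Camera called 2 terms in resting and 0 in stimulated Naïve cells, none of which held under fry.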

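Among terms of immune function, positive regulation of T cell differentiation held 10 kept probes of 6 genes in stimulated Th2 cells. These were Bad, Cd27, H2-Aa, H2-DMa, Cd74 and Zap70. Their mean log2 difference was 0.28, with 9 of the 10 probes higher in BAF180-deficient cells. The camera adjusted p was 0.0167, and fry gave an unadjusted p of 0.0258 and an adjusted p of 0.998. The call rested on single arrays. With each array but WT replicate A left out the adjusted p lay between 0.0516 and 0.256. In resting Th2 cells the mean difference was 0.11 (camera adjusted p = 0.830). The largest differences in stimulated Th2 cells were those of the probes of Cd74, 0.55 and 0.47. Cd74 and H2-Aa also stand in a list of B cell genes, of which 8 of 11 kept were higher there, with a median of 0.15. RNA from B cells thus cannot be told apart for them. Probes of Cd27 and Zap70, which are not on that list, were higher as well. The term for natural killer cell activation had fewer than 10 kept probes and was not tested. Its only kept gene was Raet1b, which was detected on 0 of the Th2 arrays.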

Pathways altered in BAF180-/- Th2 cells involving immune cell function included "Positive Regulation of T cell Differentiation" and "Natural Killer Cell Activation". Genes that appeared to be repressed by BAF180 in Th2 cells included IL-10, Il2ra, Furin, Ctla4, Icos, Foxp3, Rgs1, Nras, E2f6, E2f1, Cdkn2a, Nfil3 and Jmjd1a. 

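All 13 of these genes were higher in BAF180-deficient resting Th2 cells by their brightest probe, and 11 were in stimulated Th2 cells. The exceptions were Furin (-0.25) and Il2ra (-0.066) after stimulation. Jmjd1a is listed on the array as Kdm3a, with differences of 0.10 and 0.072. In resting Th2 cells the difference was 1.09 for Rgs1 (adjusted p = 0.815), 0.96 for Foxp3 (0.500), 0.87 for Furin and 0.51 for Il2ra. Of 13 regulatory T cell genes kept, 8 were also higher at rest. In stimulated Th2 cells it was 0.84 for Ctla4 and 0.44 for E2f6, and Nras differed by 0.067 and 0.14. By the 4 criteria 0 of the genes were counted in either state, and without the FDR 6 and 2 were. Benjamini-Hochberg adjustment left 6 and 0 genes below 0.05 when adjusted over the list alone and 0 and 0 over all genes tested, and the study chose the list on these samples, so the first count is not independent evidence. With the replicate block the FDR criterion was met in resting Th2 cells by Il10, Foxp3 (adjusted p = 0.0324), Rgs1 (0.0925) and Cdkn2a. In stimulated Th2 cells Z-score normalization reversed E2f1 and Kdm3a, to -0.055 and -0.0056, and in resting Th2 cells Nras, to -0.0025. It also reversed Furin in stimulated Th2 cells, to the side the paper gives. From more genes being higher than lower in resting cells the paper proposes that BAF180 mainly represses expression there, and it gives the genes listed separately, as repressed in Th2 cells.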

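On the lower side, 13 of 14 genes were lower in BAF180-deficient resting Th2 cells and 11 of 14 in stimulated Th2 cells, from Cd28, Jak2 and Twistnb to Egr1 and Adar. Prkca was higher by 0.011 at rest, and Cd28 (0.27), Cdk2 (0.039) and Rb1 (0.037) were higher after stimulation. The largest differences were those of Twistnb, -0.81 and -1.43, whose 2 probes were low in BAF180-deficient replicate C in all 4 states. Jak2 differed by -0.75 at rest (adjusted p = 0.677) and by -0.59 after stimulation. The 4 criteria counted 0 of the 14 genes in either state, and 2 and 4 without the FDR. When adjusted over the list alone 1 and 0 genes were below 0.05, against 0 and 0 over all genes tested, and the list had been chosen on these samples. With the replicate block Jak2 met the FDR criterion in resting Th2 cells (adjusted p = 0.111).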

Genes that appeared to be activated by BAF180 in Th2 cells included Cd28, Stat1, Jak2, Twistnb, Daxx, Igf1r, Prkca, Chd4 Bcl2 Cdk2, Rb1, Ikbke, Egr1, and Adar. 

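In resting Naïve cells Cdkn1a, Foxp3, Gata3, Ifng, Il17f and Dnmt3b were all higher in BAF180-deficient cells, and in stimulated Naïve cells 5 of the 6 were. Gata3 was the exception, at -0.0092. The brightest probe of Cdkn1a differed by 0.99 in resting Naïve cells (adjusted p = 0.718), and another of its 3 probes was counted by the 4 criteria at 0.92 (adjusted p = 0.270). Il17f differed by 1.28 in stimulated Naïve cells (adjusted p = 0.644), with every BAF180-deficient array above every WT array, and Ifng by 1.02. When adjusted over the list alone 0 genes were below 0.05 in resting and 1 in stimulated Naïve cells, and 0 in both over all genes tested. Dicer1, Gadd45a and Smad1 were lower in both states. Smad1 was counted in resting Naïve cells at -0.77 (adjusted p = 0.270), and it was the 1 gene of this list below 0.05 when adjusted over the list alone. Dicer1 and Gadd45a differed by -0.0040 and -0.032 in stimulated Naïve cells, where leaving out WT replicate A or BAF180-deficient replicate C left 1 of the 3 genes lower. Both lists come from the same samples. With the replicate block Cdkn1a and Foxp3 met the FDR criterion in resting Naïve cells (adjusted p = 0.0256 and 0.280).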

In Naïve cells, repressed genes included Cdkn1a, Foxp3, Gata3, Ifng, Il17f, Dnmt3b, while activated genes included Dicer1, Gadd45a, and Smad1. We note we had also identified Cdkn1a and Cdkn2a as repression targets using a candidate gene approach (Figure 3C). 

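On the arrays Cdkn1a differed by 0.66 in resting Th2 cells (adjusted p = 1.00) and by -0.015 in stimulated Th2 cells, where only 1 of its 3 probes had that sign. Leaving out single arrays moved the latter from -0.12 to 0.17. Cdkn2a rose from 5.38 ± 0.27 (log2, SD, n = 3) in WT to 6.17 ± 0.27 in BAF180-deficient resting Th2 cells, a difference of 0.79 (adjusted p = 0.500). All 3 BAF180-deficient arrays lay above the WT arrays. After stimulation the difference was 0.41 (adjusted p = 1.00) and 1 BAF180-deficient array lay above all WT arrays. With the replicate block the adjusted p at rest was 0.174 for Cdkn1a and 0.0857 for Cdkn2a. Cdkn2b, another gene of Fig. 3C, was higher by 0.40 at rest and 0.43 after stimulation.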

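No gene (0) was counted as higher in BAF180-deficient cells in both resting and stimulated Th2 cells, and 5 were with the replicate block. Without the FDR criterion, a setting chosen after the values were seen, 25 genes were shared between 211 higher at rest and 146 higher after stimulation, where 2.96 would be if the 2 sets were independent. Both comparisons use the same mice. When the 6 mice were divided in the 9 other ways into 3 against 3, 1 to 104 genes were shared, and 4 of these divisions shared at least as many. The 3 of the 9 that part all pairs of replicate letters shared 2, 4 and 3. The 15 genes named as shared in Fig. 5 were all higher in both states by their brightest probe, from 0.19 (Tgfbrap1, at rest) upwards. Emilin2 was counted at rest and 0 of the 15 in both states. When adjusted over the list alone 6 were below 0.05 at rest and 10 after stimulation, against 0 and 0 over all genes tested. The figure took these genes from the same arrays.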

BAF180 repression targets in resting and stimulated Th2 cells were largely distinct; only a small number of targets were shared. 

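The 1 probe for Il10 on the array, 50 bases long, lies on chromosome 1 from 132921203 to 132921252 by the array annotation, which names no genome build. In resting Th2 cells its log2 intensity was 7.33 ± 0.52 (SD, n = 3) in WT and 9.00 ± 0.49 in BAF180-deficient cells. The difference of 1.67 (standard error 0.54) had a limma adjusted p of 0.941 over all kept probes. It was the 2nd largest increase of the kept probes, after that of Emilin2 (2.10). In stimulated Th2 cells the intensity was 11.28 ± 0.42 in WT and 12.12 ± 0.11 in BAF180-deficient cells. This difference of 0.84 (adjusted p = 1.00) was the 19th largest, and the 16th largest of the probes detected in both genotypes. In both states all 3 BAF180-deficient arrays lay above all 3 WT arrays (two-sided exact permutation test, p = 0.1 each). Ranked by the smaller of its differences at rest and after stimulation, Il10 was 11th, below probes for Cstdc4 (1.62), Ctsc (1.11), Csta2, Xist and others, and 8th of the probes detected in both genotypes in both states. The 4 arrays of BAF180-deficient replicate C alone carried the signal of Xist, and Ctsc, Gdpd3 and Picalm, also above Il10, were high in some mice and low in others in all 4 states. Of the 18 probes above Il10 after stimulation 13 did not have all 3 BAF180-deficient arrays above the WT arrays, Csta2 among them, which was detected on 0 WT arrays in either state. With the replicate block Il10 met the 4 criteria at rest (adjusted p = 0.0177, the lowest of the alternatives, whose highest was 1.00). It also did with pair C left out, which was tried after the values were seen (1.64, adjusted p = 0.0433). Without single arrays the difference at rest was 1.37 to 1.94 and the rank 2nd to 8th, and after stimulation the difference was 0.60 to 1.02 and the rank 16th to 47th.

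**Figure D2:**
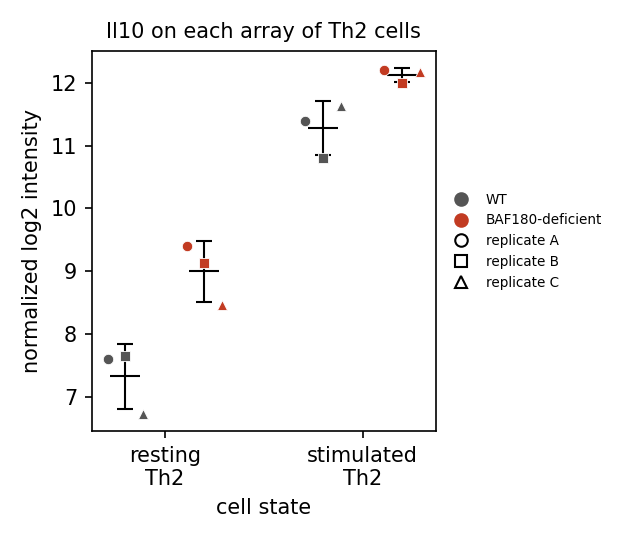
Normalized log2 intensity of Il10 (y axis) on each Th2 array by state and genotype (x axis). Points are arrays, with the replicate letter as their shape, and bars are the mean ± SD of 3 arrays, with the BAF180-deficient arrays above the WT arrays in both states.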

Interestingly, the gene most enhanced by BAF180-deficiency in both resting and activated Th2 cells was IL-10 suggesting a role for BAF180 in the down-regulation of this cytokine.

### IL-10 expression in Th2 cells is negatively regulated by BAF180

We validated the IL-10 expression changes in BAF180-deficient Th2 cells at both the protein and RNA level. Using intracellular cytokine staining, we observed that the number of IL-10 producing Th2 cells increased from 16% to 38% in the absence of BAF180 (Figure 6A). This correlated well with 2-4 fold enhanced IL-10 mRNA production in both resting and activated BAF180-deficient Th2 cells (Figure 6B). To determine if the enhanced IL-10 expression was due to increased transcription, we quantified the IL-10 primary (unspliced) transcript and similarly found an increase of at least 4 fold in resting and activated BAF180-/- cells (Figure 6C). 

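On the arrays Il10 rose upon stimulation by 3.95 log2 units in WT Th2 cells (standard error 0.54, limma adjusted p = 1.16e-05), or 15.4-fold. All 3 stimulated arrays lay above the resting ones (two-sided exact permutation test, p = 0.1). Within replicates A, B and C the rise was 13.9-fold, 8.88-fold and 29.9-fold, and in the model it was between 12.3-fold (Z-score normalization) and 15.4-fold over the other normalizations, filters and models and between 3.65 and 4.18 log2 units without single arrays. In BAF180-deficient Th2 cells the rise was 3.11 log2 units. The rise differed between the genotypes by -0.84 (standard error 0.77), and this interaction had a limma adjusted p of 1.00.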

(Incidentally, stimulation increased the IL-10 primary transcript 5 fold (Figure 6C) in WT cells, while the mRNA increased 50 fold (Figure 6B) and 10 fold (microarray experiment); while these differences may reflect experiment to experiment variation, they also provide some support for regulation of IL-10 mRNA stability.) These results demonstrate that the transcription of IL-10 is elevated in the absence of BAF180 and suggest that BAF180 is a repressor of IL-10 transcription.

**Figure 6:**
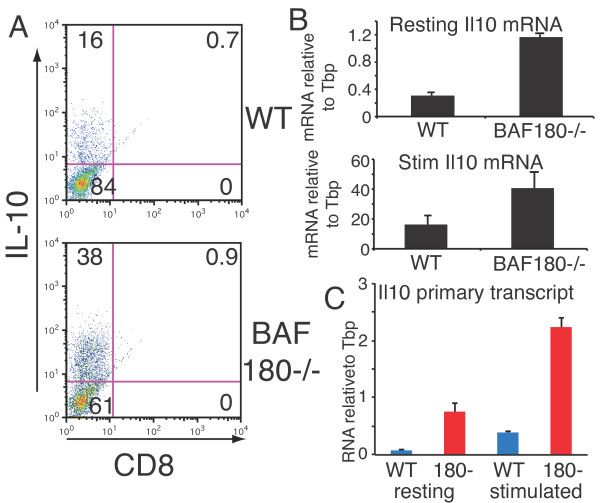
**BAF180 is a repressor of IL-10 transcription in Th2 cells A) Intracellular staining for IL-10 protein in WT and BAF180-/- Th2 cells**. B) IL-10 mRNA was quantified by real time RT-PCR from resting and activated Th2 cells. C) IL-10 primary transcripts were quantified by RT-PCR using primers specific to primary transcripts including intronic sequences from IL-10 locus. The results in B and C are the average and standard deviation of two independent experiments.

### Enhanced BAF recruitment and histone acetylation at IL-10 locus in Th cells lacking BAF180

The IL-10 locus is marked by a number chromatin structure changes in Th2 cells in response to both activation and lineage-specific signals [6-8]. These modifications include histone acetylation, methylation and the generation of DNase I hypersensitive sites present over many kilobases upstream and downstream the IL-10 coding sequence. We examined the landscape of BRG1 binding and STAT transcription factor binding at this locus using ChIP-seq data. We found BRG1 at several regions near the IL-10 gene (Figure 7). Binding was strongest at regions upstream and downstream from the IL-10 promoter than at the promoter itself, as seen previously with cytokine genes [21,24,35,47]. More and stronger BRG1 binding was found in stimulated cells than in resting cells, and in Th2 fate than in other fates. BRG1 binding was statistically significant at -25.9 k, -23.4 k, -20 k, -9 k, +6.2 k, +9.6 k, and +18.5 k. Previous studies found DNase hypersensitivity at most of these sites [6-8]; BRG1 has previously been found to play a role in formation of DHS [24,35,47]. We note that STAT transcription factor binding overlaps with a number of these sites, and suggest that transcription-factor mediated recruitment might explain some of the observed BRG1 binding. Interestingly, STAT4 binding occurs in Th1 cells at locations lacking STAT6 in Th2 cells; these could be negatively acting sites.

**Figure 7:**
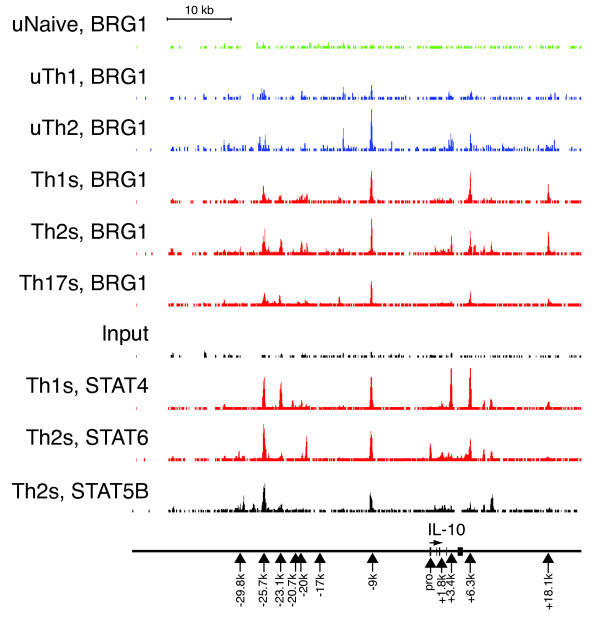
**BRG1 and transcription factor binding at the IL-10 locus in multiple T helper subtypes**. ChIP-seq profiles from T helper cells for BRG1, STAT6, STAT4 and STAT5B are shown. BRG1 data are from [47], Stat6 data are from [57] and Stat5 data are from [58]. Resting naïve cells (uNaive), resting Th1, (uTh1), resting Th2 (uTh2), re-stimulated Th1 (Th1s), re-stimulated Th2 (Th2s), re-stimulated Th17 (Th17s) cells are shown. Input is shown as a control. Occupancy range values (y axis) are identical for all graphs to allow direct comparison (minimum tag frequency of 0, maximum tag frequency of 1.14 × 10^-5^). A scale bar for the × axis (genomic location) is shown. IL-10 exons are indicated as vertical bars, and an arrow indicates the direction of transcription; vertical arrows indicate features analyzed in other figures, and their distance relative to the IL-10 promoter. The genomic coordinates represented (MM9 assembly) are chromosome 1, 132,870,000 to 132,940,000.

We examined BRG1, BAF180, and BAF250 binding at the IL-10 locus using ChIP-PCR. We found BRG1 binding at several regions, consistent with the ChIP-seq results (Figure 8A); BRG1 binding was strongest at -29.8 k, -25.9 k, -23.3 k, -9 k, and +6.2 k. BRG1 binding was low in naïve cells, induced during differentiation, decreased in resting cells, and was strongest in re-stimulated cells (data not shown), as seen with the Th2 cytokine loci [24]. We found BRG1 was required during Th2 differentiation to establish DHS at -9 k and +1.8 k (data not shown), as found previously at the IL-4 and GATA3 promoters [24]. The binding of the BRG1 paralog Brm was similar to BRG1 (data not shown). BRG1 binding was not affected by BAF180 deletion at some sites, such as -9 k, while other sites such as -29.8 k BRG1 and the above-mentioned STAT4 binding sites in Th1 cells, BRG1 binding was reduced. We next examined BAF180 binding to the IL-10 locus; we detected BAF180 binding especially at distal sites (-30.4 k, -29.8 k) and the IL-10 promoter in Th2 cells (Figure 8B). The pattern of BAF180 binding was similar to BRG1, with the prominent exception that little if any BAF180 binding occurred at -9 k, a strong BRG1 binding site. As expected, BAF180 binding was absent in BAF180-deficient Th2 cells (Figure 8B). Finally we measured BAF250a binding as a marker of BAF complexes. We detected enhanced binding of BAF250a to distal elements and the IL-10 promoter in BAF180-deficient Th2 cells compared to WT cells (Figure 8C). The strongest BAF250a binding was to the IL-10 promoter, a weak BRG1 site, while there was little if any BAF250a binding to -9 k, a strong BRG1 site. These results suggest that while overall SWI/SNF recruitment is not strongly affected by BAF180-deficiency, the composition of the SWI/SNF complex (BAF vs PBAF) is altered and thus changing the composition of SWI/SNF changes IL-10 gene expression.

**Figure 8:**
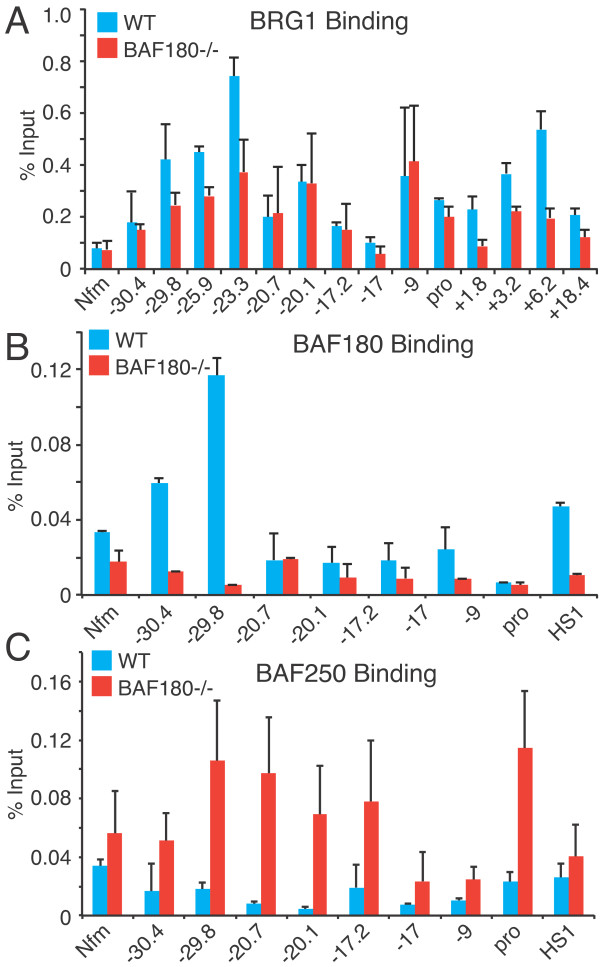
**Enhanced BAF250 recruitment to IL-10 locus in stimulated Th2 cells in the absence of BAF180 Binding of BRG1, BAF180 and BAF250 was detected by ChIP-PCR at the indicated sites in the IL-10 locus**. Signal is expressed as percent of the input chromatin. Control IP levels are less than 0.05% input. Nfm is a locus in the neuron-specific medium neurofilament gene, a binding site for BRG1 in neurons and brain but not in T cells. The results are the average and standard deviation of three ChIP experiments. A) BRG1 binding. B) BAF180 binding. C) BAF250 binding.

Next, we examined histone modifications and modifiers at the IL-10 locus using ChIP-PCR, as we had previously found BRG1 regulated histone acetylation [24]. H3K4me1, a mark frequently found at enhancers, was found at all the tested regions of the IL-10 locus, especially at -29.8 k, -20.7 k, -20.1 k, and -9 k (Figure 9A, blue bars). H3K4me1 was not strongly affected by deletion of BAF180 (red bars), though IL-10 expression was enhanced in BAF180-deficient Th2 cells. H3K18ac and H3K9ac, marks that are enriched at active enhancers and promoters [59], were found at all the tested regions of the IL-10 locus; H3K18ac was especially prominent at -20.7 k and -20.1 k, H3K9ac especially at the promoter and downstream regions (blue bars). Histone acetylation was elevated in BAF180-deficient cells (Figure 9B and 9D, red bars); this difference was prominent at sites distal to the IL-10 promoter (-30.4 k, -29.8 k, -20.7 k, -20.1 k). These results suggested that the replacement of PBAF complexes with BAF complexes altered histone modifications of the locus, or alternatively that these histone modifications were acquired as a consequence of SWI/SNF-mediated transcriptional regulation. The CBP and p300 histone acetyltransferases been shown experimentally to generate the H3K18ac and H3K27ac modification [60,61] associated with active enhancers and promoters [59,62-65], and these paralogs bind similar targets [66]. We found CBP binding to many of the tested regions in the IL-10 locus; we detected increased CBP recruitment to IL-10 enhancers and the IL-10 promoter in the absence of BAF180 (Figure 9C). Therefore, the composition of specific SWI/SNF complexes can influence histone acetyltransferase recruitment and histone acetylation; as the changes in histone modifications do not always coincide with changes in BAF180 binding, we do not know whether they are the result of looping, or spreading of histone modifications. These alterations in histone modifications might be programmed by SWI/SNF to direct transcription, or might be a consequence of transcription programmed by SWI/SNF.

**Figure 9:**
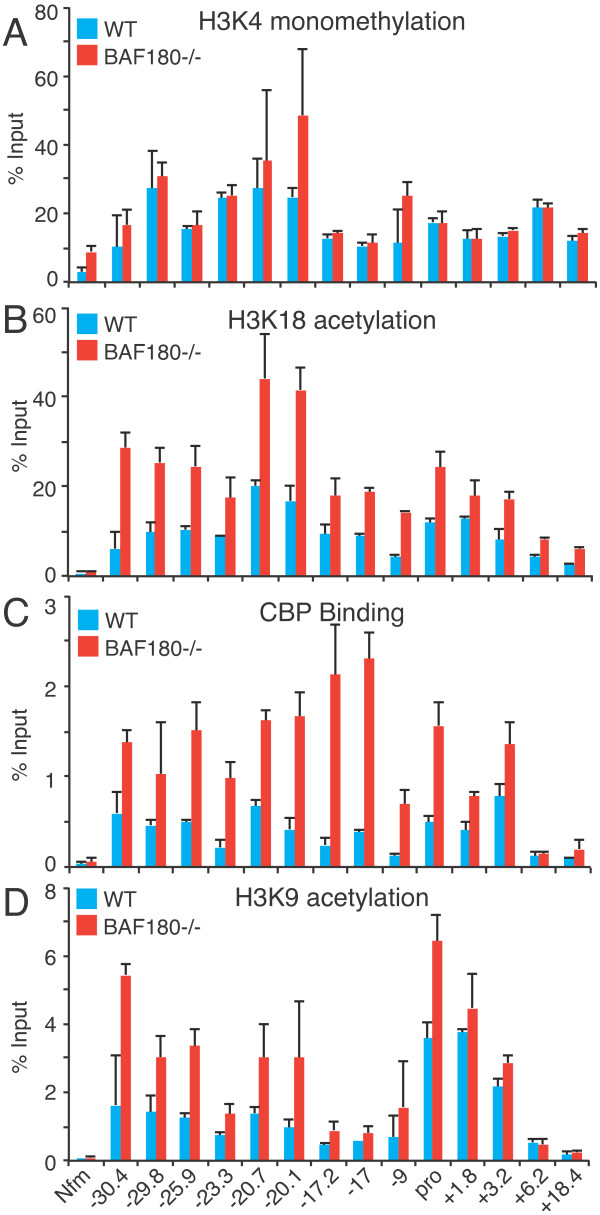
**Enhanced histone acetylation and CBP recruitment to IL-10 locus in BAF180-deficient Th2 cells Histone modifications and binding of the histone acetyltransferase CBP were detected by ChIP-PCR at the indicated sites in the IL-10 locus**. Signal is expressed as percent of the input chromatin. Control IP levels are less than 0.05% input. Nfm is a locus in the neuron-specific medium neurofilament gene, a binding site for BRG1 in neurons and brain but not in T cells. The results are the average and standard deviation of three ChIP experiments. A) Histone H3K4 monomethylation. B) Histone H3K18 acetylation. C) CBP binding. D) Histone H3K9 acetylation.

### Binding of BRG1 and transcription factors in the IL24/IL20/IL19/IL10 locus

IL-10 is part of a multi-gene cluster in mouse and human. A recent report indicated that IL-24 expression is Th2 specific, mediated in part by STAT6 function through the IL-24 promoter [67]. We asked whether there might be functional elements dispersed throughout this locus, as found for the IL4/IL13/IL5 locus; these can be identified through genomic analysis, especially when multiple datasets are combined [4,68]. We found BRG1 binding clustered around the IL-24 and IL-10 genes (Figure 10). There were few if any binding regions in the central 60 kb interval containing the IL-20 and IL-19 genes. In resting and stimulated cell types, BRG1 binding was Th2 specific, and binding was stronger in stimulated cells. Consistent with our previous global analysis and analysis of specific genes, these effects were not absolute; for example, there is substantial BRG1 binding in Th1 cells; it is not clear whether this is the result of combinatorial control, or if these sites can be both positively and negatively acting. STAT6 and STAT5 binding was present at numerous upstream and downstream regions, extending the observation of STAT6 at the IL-24 promoter. The location of statistically significant binding regions for both loci is presented as a table (See Additional file 1) of genomic coordinates and features, organized by factor/condition (By Factor tab) and by genomic coordinate (By site tab). We note that occupancy of the IL-19 -19.8 k and IL-10 +3.2 k sites was detected in cells that do not express these genes under these conditions; perhaps negative regulatory elements lie in these regions. We also note that the IL-10 -25.9 k, IL-10 -9 k, IL-10 +9.5 k, and IL-20 +8.6 k elements are bound by BRG1, STAT6, STAT5A and STAT5B; perhaps these are especially important positive elements. We have confirmed that these elements are DHS in Th2 cells (data not shown).

**Figure 10:**
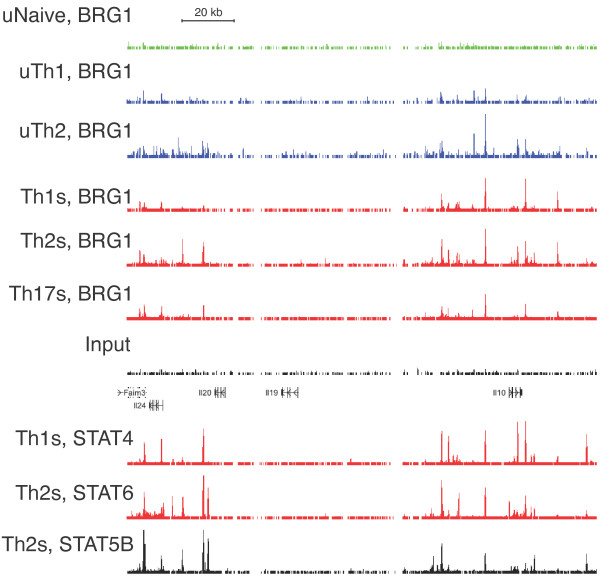
**BRG1 Binding at the IL-10/IL-24 Locus in multiple T helper subtypes**. ChIP-seq profiles from T helper cells for BRG1, STAT6, STAT4 and STAT5B are shown. BRG1 data are from [47], Stat6 data are from [57] and Stat5 data are from [58]. Resting naïve cells (uNaive), resting Th1, (uTh1), resting Th2 (uTh2), re-stimulated Th1 (Th1s), re-stimulated Th2 (Th2s), re-stimulated Th17 (Th17s) cells are shown. Input is shown as a control. Occupancy range values (y axis) are identical for all graphs to allow direct comparison (minimum tag frequency of 0, maximum tag frequency of 1.14 × 10^-5^). A scale bar for the × axis (genomic location) is shown. Exons are indicated as vertical bars, gene names are to the left, and arrowheads indicate the direction of transcription. The genomic coordinates represented (MM9 assembly) are chromosome 1, 132,770,000 to 132,950,000.

## Discussion

We examined the role of ATP-dependent chromatin remodeling in T cell function. Our previous work identified an activating role for BAF complexes, SWI/SNF complexes containing BAF250, in cytokine gene expression in T helper cells [24,35,47]. In the current study we examined the contribution of PBAF, a different SWI/SNF complex containing BAF180, in T cell function and cytokine expression using T cell specific BAF180-deficient mice. We identified numerous BAF180-dependent changes in gene expression in our microarray analysis; however, overall Th cell development and cytokine expression were intact. BAF180 was a negative regulator of IL-10 transcription and, in the absence of BAF180, histone modifications were reprogrammed and BAF250-containing BAF complexes were recruited to the IL-10 locus.

We find the binding patterns of BAF180 and BAF250 are overlapping, yet readily distinguishable. Our data are consistent with the model that SWI/SNF exists in distinct BAF and PBAF complexes, determined by several independent research groups examining different species. Our data are also consistent with a stepwise assembly model, as proposed based upon time-resolved cell imaging studies [69]. These data are more difficult to reconcile with the proposal that BAF180 and BAF250 are, or can be, in the same complex [70,71]. We note that genetic studies have found different targets and functions for the BAF-specific subunits BAF250a/Arid1a and BAF250b/Arid1b in ES cells [36,37]. Differences have also been found for the PBAF-specific subunits BAF180, BAF200 and BRD7 [25,31]. There may be different BAF and PBAF complexes; alternatively, it may be that only some SWI/SNF subunits within a complex contribute to function at a particular locus. Direct, comprehensive comparison of these subunits would extend our understanding of the SWI/SNF system.

The targeting of remodeling complexes to specific DNA elements is mediated by association with transcription factors, histone modifications, non-coding RNA and interactions with the general transcription machinery [4,42,72-76]. Our previous studies identified important roles for transcription factors, particularly STATs, in the recruitment of BRG1 to specific regulatory elements in T cells [4,24,47]. Interestingly, Stat6 has been shown to be a critical transcription factor in the Th2-specific expression of IL-10 and IL-24 [67,77], and analysis of BRG1 and Stat6 ChIP-Seq data reveal Stat6 binding at many of the distal regulatory elements in the IL-10 locus occupied by BAF and PBAF complexes [47,57]. Whether or not Stat6 is mediating the recruitment of SWI/SNF to the IL-10 locus or if Stat6 preferentially interacts with BAF or PBAF complexes remains to be determined. Ets-1 is reported to be a repressor of IL-10 expression [78,79], and Ets sequence motifs are enriched at BRG1 binding sites in resting Th cells [47].

Our recent examination of BRG1 did not reveal repression as a prominent function for SWI/SNF, by comparison of Th2S gene expression and BRG1 binding [47]. We note that most BAF180-mediated repression was in uTh2 cells, and we did not examine resting cell gene expression in our previous work. Alternatively, there may be more SWI/SNF activation targets than repression targets; this assessment awaits analysis of BAF250a KO and BRG1 KO Th2 cells for direct comparison under identical conditions. A previous report suggested Brm more important for repression, BRG1 more important for activation [80]. It is unclear how BAF180 complexes are mediating repression; they may be working as repressor complexes, or preventing the binding and function of activator complexes containing BAF250.

It is perhaps surprising that we found that deletion of BAF180 (late in T cell development) does not strongly perturb early T cell development. We have used a CRE expression cassette that induces deletion at a late DN stage, potentially bypassing an earlier requirement for BAF180 expression. Several other factors, such as GATA3, BRG1, TCF7, β-catenin and BPTF, appear to be required for early T cell development [22,81-85]. Given that BRG1 has obvious effects on T cell development, we could have found that BAF180 deletion would also have strong effects on T cell development. BAF180-deficient mice have defects in cardiac development [41] and BAF180 is a cell cycle regulator in some settings [43,44]; it is not clear what determines the relative importance of PBAF complexes in different cell states.

Genetic variants within IL-10 have been associated with human disease. The human SNP rs3024505, associated with Type 1 Diabetes, Crohn's disease and ulcerative colitis [15-17], maps to BRG1, STAT6, and STAT4 binding at +6.3 k in the mouse. Ulcerative colitis is also linked to rs3024493 [16], within intron 3; this is 1 k upstream of BRG1, STAT4 and CBP binding at +3.2 k, and slightly downstream of BRG1 binding and H3K9 acetylation at +1.8 k. Behcet's disease is associated with a variant (rs1800871) that lies near the IL-10 promoter [18], adjacent to BRG1, STAT6 and CBP binding. The proximity of these genetic variants to these remodeling enzyme and transcription factor binding regions suggests these binding regions may regulate IL-10 gene expression in a physiologically relevant manner.

Previous studies on breast cancer cells suggested BAF180 is a tumor suppressor gene that positively regulates the expression of the cell cycle inhibitor p21 through direct interaction and activation of the p21 promoter [44]. A positive role for BAF250a in the regulation of p21 transcription has been suggested in studies in a pre-osteoblast line [38]. However BAF250a can also serve as a repressor of c-myc in these same cells while another BAF-specific protein, BAF250b, is an activator of c-myc [38]. We observed a slight decrease in the ability of BAF180-deficient Th cells to proliferate in response to T cell activation and enhanced expression of cell cycle inhibitors, including p21 (CDKN1), suggesting that in T cells BAF180 is a repressor of these genes. We also observed binding of PBAF complexes to the p21 locus in T cells (data not shown). At this time, there is no simple relationship between BAF/PBAF complexes and cell cycle progression.

## Conclusions

The relative contribution of different SWI/SNF subtypes in T cell gene expression is largely unknown. Here we identify gene targets in Th2 cells regulated by the PBAF-specific SWI/SNF component, BAF180. In particular, we find that BAF180 is a repressor of IL-10 gene transcription. BAF180 binds directly to regulatory elements in the IL-10 locus but is replaced by the BAF-specific component, BAF250a, in the absence of BAF180, resulting in enhanced histone acetylation at the IL-10 locus. This study demonstrates that the differential recruitment of SWI/SNF subtypes can have direct consequences on chromatin structure and gene transcription.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

The authors have made the following declaration about their contributions: Conceived and designed the experiments: ALW, MJP, ZW Performed the experiments:, ALW, PP, WHW, MJP, Analyzed the data, ALW, YZ, KGB, MJP, Wrote the paper ALW, MJP. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **IL -10/IL-19/IL-20/IL-24 locus features are described in the excel file < IL10_IL24_Features.xlsx> On the tab "By Factor", each row reports a feature in the locus identified by ChIP-seq**. This presentation facilitates identifying primer sequences for future studies. Columns A, B, and C report the mm9 chromosomal coordinates, column D, the length of the feature in bp, column E, the nearest transcriptional start site (TSS), Columns E, F, G, H, and I, the Gene Symbol ref-seq accession number, TSS, and transcription end site (TSE) for the gene containing the nearest TSS, Column J, the distance from the center of the feature to the nearest TSS, in bp; and Column K, condition, the feature present, when reported as statistically significant, using Cis Genome [86]; uN_BRG1 indicates BRG1 binding in resting Naïve cells, uN_BRG1 indicates BRG1 binding in unstimulated Naïve cells, u2_BRG1 indicates BRG1 binding in unstimulated Th2 cells, 1S_BRG1 indicates BRG1 binding in Stimulated Th1 cells, 2S_BRG1 indicates BRG1 binding in Stimulated Th2 cells, 17S_BRG1 indicates BRG1 binding in Stimulated Th17 cells, 2S_H3K4me3 indicates H3K4 trimethylation, a mark frequently found slightly downstream of active TSS, 2S_STAT6 indicates STAT6 binding in stimulated Th2 cells,, 2S_STAT5A, 2S_STAT5B indicate binding of STAT5A and STAT5B, respectively, in stimulated Th2 cells, 1S_STAT4 indicates binding of STAT4 in stimulated Th1 cells. BRG1 data are from [47], STAT6 and STAT4 data are from [57], STAT5 data are from [58], H3K4me3 data are from [87]. On the tab "By Site" each row is a chromosomal location, and the columns indicate location and features. This presentation facilitates identifying which features are present at the same site, and how the features change within the T helper subsets. Columns A and B indicate the Gene Symbol and approximate distance to the nearest TSS; Columns D-N tabulate the features above, in lineage order; Yes in any box indicates the feature identified in that column is present in the location described in that row; present meaning identified as statistically significant using CisGenome. Column N, GWAS findings, indicates locations that are homologous to human regions (or nearby homologous regions) that contain genetic variants that are in linkage disequilibrium with the indicated conditions, as described in the discussion. The "By Site" tab was prepared using the data from the "By Factor" tab. Note some locations, such as IL-10 -25.8 k, -9 k, +6.2 k, and +9.5 k, IL-20 +8.7 k, IL-24 +9 k and +7.4 k, are annotated for statistically significant findings under several conditions/features. Click here for file

## References

[B1] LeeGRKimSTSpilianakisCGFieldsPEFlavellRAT helper cell differentiation: regulation by cis elements and epigeneticsImmunity200624436937910.1016/j.immuni.2006.03.00716618596

[B2] AnselKMDjureticITanasaBRaoARegulation of Th2 differentiation and Il4 locus accessibilityAnnu Rev Immunol20062460765610.1146/annurev.immunol.23.021704.11582116551261

[B3] WilsonCBRowellESekimataMEpigenetic control of T-helper-cell differentiationNat Rev Immunol2009929110510.1038/nri248719151746

[B4] WursterALPazinMJATP-dependent chromatin remodeling in T cellsBiochemistry and cell biology = Biochimie et biologie cellulaire201110.1139/o11-04210.1139/o11-042PMC342460921999456

[B5] SaraivaMO'GarraAThe regulation of IL-10 production by immune cellsNat Rev Immunol201010317018110.1038/nri271120154735

[B6] JonesEAFlavellRADistal enhancer elements transcribe intergenic RNA in the IL-10 family gene clusterJ Immunol200517511743774461630165110.4049/jimmunol.175.11.7437

[B7] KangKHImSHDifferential regulation of the IL-10 gene in Th1 and Th2 T cellsAnn N Y Acad Sci200510509710710.1196/annals.1313.01116014524

[B8] ImSHHueberAMonticelliSKangKHRaoAChromatin-level regulation of the IL10 gene in T cellsJ Biol Chem200427945468184682510.1074/jbc.M40172220015319439

[B9] VieiraPO'GarraARegula'ten' the gutNat Immunol20078990590710.1038/ni0907-90517712340

[B10] VeldhoenMUyttenhoveCvan SnickJHelmbyHWestendorfABuerJMartinBWilhelmCStockingerBTransforming growth factor-beta 'reprograms' the differentiation of T helper 2 cells and promotes an interleukin 9-producing subsetNat Immunol20089121341134610.1038/ni.165918931678

[B11] SaraivaMChristensenJRVeldhoenMMurphyTLMurphyKMO'GarraAInterleukin-10 production by Th1 cells requires interleukin-12-induced STAT4 transcription factor and ERK MAP kinase activation by high antigen doseImmunity200931220921910.1016/j.immuni.2009.05.01219646904PMC2791889

[B12] KuhnRLohlerJRennickDRajewskyKMullerWInterleukin-10-deficient mice develop chronic enterocolitisCell199375226327410.1016/0092-8674(93)80068-P8402911

[B13] HawrylowiczCMO'GarraAPotential role of interleukin-10-secreting regulatory T cells in allergy and asthmaNat Rev Immunol20055427128310.1038/nri158915775993

[B14] ShevachEMMechanisms of foxp3+ T regulatory cell-mediated suppressionImmunity200930563664510.1016/j.immuni.2009.04.01019464986

[B15] BarrettJCClaytonDGConcannonPAkolkarBCooperJDErlichHAJulierCMorahanGNerupJNierrasCGenome-wide association study and meta-analysis find that over 40 loci affect risk of type 1 diabetesNat Genet200941670370710.1038/ng.38119430480PMC2889014

[B16] FrankeAMcGovernDPBarrettJCWangKRadford-SmithGLAhmadTLeesCWBalschunTLeeJRobertsRGenome-wide meta-analysis increases to 71 the number of confirmed Crohn's disease susceptibility lociNat Genet201042121118112510.1038/ng.71721102463PMC3299551

[B17] McGovernDPGardetATorkvistLGoyettePEssersJTaylorKDNealeBMOngRTLagaceCLiCGenome-wide association identifies multiple ulcerative colitis susceptibility lociNat Genet201042433233710.1038/ng.54920228799PMC3087600

[B18] MizukiNMeguroAOtaMOhnoSShiotaTKawagoeTItoNKeraJOkadaEYatsuKGenome-wide association studies identify IL23R-IL12RB2 and IL10 as Behcet's disease susceptibility lociNat Genet201042870370610.1038/ng.62420622879

[B19] FlausAMartinDMBartonGJOwen-HughesTIdentification of multiple distinct Snf2 subfamilies with conserved structural motifsNucleic Acids Res200634102887290510.1093/nar/gkl29516738128PMC1474054

[B20] SahaAWittmeyerJCairnsBRChromatin remodelling: the industrial revolution of DNA around histonesNat Rev Mol Cell Biol20067643744710.1038/nrm194516723979

[B21] PrechtPWursterALPazinMJThe SNF2H chromatin remodeling enzyme has opposing effects on cytokine gene expressionMol Immunol20104711-122038204610.1016/j.molimm.2010.04.00920471682PMC2891439

[B22] LandryJWBanerjeeSTaylorBAplanPDSingerAWuCChromatin remodeling complex NURF regulates thymocyte maturationGenes Dev201125327528610.1101/gad.200731121289071PMC3034902

[B23] RamirezJHagmanJThe Mi-2/NuRD complex: a critical epigenetic regulator of hematopoietic development, differentiation and cancerEpigenetics20094853253610.4161/epi.4.8.1010819923891

[B24] WursterALPazinMJBRG1-mediated chromatin remodeling regulates differentiation and gene expression of T helper cellsMol Cell Biol200828247274728510.1128/MCB.00835-0818852284PMC2593447

[B25] KaeserMDAslanianADongMQYatesJREmersonBMBRD7, a novel PBAF-specific SWI/SNF subunit, is required for target gene activation and repression in embryonic stem cellsJ Biol Chem200828347322543226310.1074/jbc.M80606120018809673PMC2583284

[B26] ChiTA BAF-centred view of the immune systemNat Rev Immunol200441296597710.1038/nri150115573131

[B27] WangWCoteJXueYZhouSKhavariPABiggarSRMuchardtCKalpanaGVGoffSPYanivMPurification and biochemical heterogeneity of the mammalian SWI-SNF complexEMBO J19961519537053828895581PMC452280

[B28] WangWXueYZhouSKuoACairnsBRCrabtreeGRDiversity and specialization of mammalian SWI/SNF complexesGenes Dev199610172117213010.1101/gad.10.17.21178804307

[B29] LemonBInouyeCKingDSTjianRSelectivity of chromatin-remodelling cofactors for ligand-activated transcriptionNature2001414686692492810.1038/414924a11780067

[B30] NieZXueYYangDZhouSDerooBJArcherTKWangWA specificity and targeting subunit of a human SWI/SNF family-related chromatin-remodeling complexMol Cell Biol200020238879888810.1128/MCB.20.23.8879-8888.200011073988PMC86543

[B31] YanZCuiKMurrayDMLingCXueYGersteinAParsonsRZhaoKWangWPBAF chromatin-remodeling complex requires a novel specificity subunit, BAF200, to regulate expression of selective interferon-responsive genesGenes Dev200519141662166710.1101/gad.132380515985610PMC1176002

[B32] MoshkinYMMohrmannLvan IjckenWFVerrijzerCPFunctional differentiation of SWI/SNF remodelers in transcription and cell cycle controlMol Cell Biol200727265166110.1128/MCB.01257-0617101803PMC1800805

[B33] LessardJWuJIRanishJAWanMWinslowMMStaahlBTWuHAebersoldRGraefIACrabtreeGRAn essential switch in subunit composition of a chromatin remodeling complex during neural developmentNeuron200755220121510.1016/j.neuron.2007.06.01917640523PMC2674110

[B34] HoLRonanJLWuJStaahlBTChenLKuoALessardJNesvizhskiiAIRanishJCrabtreeGRAn embryonic stem cell chromatin remodeling complex, esBAF, is essential for embryonic stem cell self-renewal and pluripotencyProc Natl Acad Sci USA2009106135181518610.1073/pnas.081288910619279220PMC2654396

[B35] WursterALPrechtPPazinMJNF-kappaB and BRG1 bind a distal regulatory element in the IL-3/GM-CSF locusMolecular immunology20114815-15217821882183144210.1016/j.molimm.2011.07.016PMC3163777

[B36] GaoXTatePHuPTjianRSkarnesWCWangZES cell pluripotency and germ-layer formation require the SWI/SNF chromatin remodeling component BAF250aProc Natl Acad Sci USA2008105186656666110.1073/pnas.080180210518448678PMC2373334

[B37] YanZWangZSharovaLSharovAALingCPiaoYAibaKMatobaRWangWKoMSBAF250B-associated SWI/SNF chromatin-remodeling complex is required to maintain undifferentiated mouse embryonic stem cellsStem Cells20082651155116510.1634/stemcells.2007-084618323406PMC2409195

[B38] NaglNGJrWangXPatsialouAVan ScoyMMoranEDistinct mammalian SWI/SNF chromatin remodeling complexes with opposing roles in cell-cycle controlEMBO J200726375276310.1038/sj.emboj.760154117255939PMC1794396

[B39] GuiYGuoGHuangYHuXTangAGaoSWuRChenCLiXZhouLFrequent mutations of chromatin remodeling genes in transitional cell carcinoma of the bladderNat Genet201143987587810.1038/ng.90721822268PMC5373841

[B40] WangZZhaiWRichardsonJAOlsonENMenesesJJFirpoMTKangCSkarnesWCTjianRPolybromo protein BAF180 functions in mammalian cardiac chamber maturationGenes Dev200418243106311610.1101/gad.123810415601824PMC535920

[B41] HuangXGaoXDiaz-TrellesRRuiz-LozanoPWangZCoronary development is regulated by ATP-dependent SWI/SNF chromatin remodeling component BAF180Dev Biol2008319225826610.1016/j.ydbio.2008.04.02018508041

[B42] ThompsonMPolybromo-1: the chromatin targeting subunit of the PBAF complexBiochimie200991330931910.1016/j.biochi.2008.10.01919084573PMC2646799

[B43] BurrowsAESmogorzewskaAElledgeSJPolybromo-associated BRG1-associated factor components BRD7 and BAF180 are critical regulators of p53 required for induction of replicative senescenceProc Natl Acad Sci USA201010732142801428510.1073/pnas.100955910720660729PMC2922604

[B44] XiaWNagaseSMontiaAGKalachikovSMKeniryMSuTMemeoLHibshooshHParsonsRBAF180 is a critical regulator of p21 induction and a tumor suppressor mutated in breast cancerCancer Res20086861667167410.1158/0008-5472.CAN-07-527618339845PMC2915562

[B45] VarelaITarpeyPRaineKHuangDOngCKStephensPDaviesHJonesDLinMLTeagueJExome sequencing identifies frequent mutation of the SWI/SNF complex gene PBRM1 in renal carcinomaNature2011469733153954210.1038/nature0963921248752PMC3030920

[B46] LiMZhaoHZhangXWoodLDAndersRAChotiMAPawlikTMDanielHDKannangaiROfferhausGJInactivating mutations of the chromatin remodeling gene ARID2 in hepatocellular carcinomaNat Genet201143982882910.1038/ng.90321822264PMC3163746

[B47] DeSWursterALPrechtPWoodWHBeckerKGPazinMJDynamic BRG1 recruitment during T helper differentiation and activation reveals distal regulatory elementsMol Cell Biol20113171512152710.1128/MCB.00920-1021262765PMC3135292

[B48] JungMRamankulovARoigasJJohannsenMRingsdorfMKristiansenGJungKIn search of suitable reference genes for gene expression studies of human renal cell carcinoma by real-time PCRBMC Mol Biol200784710.1186/1471-2199-8-4717559644PMC1913536

[B49] PottsRCZhangPWursterALPrechtPMughalMRWoodWHZhangYBeckerKGMattsonMPPazinMJCHD5, a Brain-Specific Paralog of Mi2 Chromatin Remodeling Enzymes, Regulates Expression of Neuronal GenesPLoS One201169e2451510.1371/journal.pone.002451521931736PMC3172237

[B50] CheadleCVawterMPFreedWJBeckerKGAnalysis of microarray data using Z score transformationJ Mol Diagn200352738110.1016/S1525-1578(10)60455-212707371PMC1907322

[B51] TusherVGTibshiraniRChuGSignificance analysis of microarrays applied to the ionizing radiation responseProc Natl Acad Sci USA20019895116512110.1073/pnas.09106249811309499PMC33173

[B52] KimSYVolskyDJPAGE: parametric analysis of gene set enrichmentBMC Bioinforma2005614410.1186/1471-2105-6-144PMC118318915941488

[B53] DeSZhangYGarnerJRWangSABeckerKGDisease and phenotype gene set analysis of disease-based gene expression in mouse and humanPhysiol Genomics201042A216216710.1152/physiolgenomics.00008.201020682848PMC2957794

[B54] LuJPazinMJRavidKProperties of ets-1 binding to chromatin and its effect on platelet factor 4 gene expressionMol Cell Biol200424142844110.1128/MCB.24.1.428-441.200414673175PMC303331

[B55] LeePPFitzpatrickDRBeardCJessupHKLeharSMakarKWPerez-MelgosaMSweetserMTSchlisselMSNguyenSA critical role for dnmt1 and DNA methylation in T cell development, function, and survivalImmunity200115576377410.1016/S1074-7613(01)00227-811728338

[B56] StrobeckMWDeCristofaroMFBanineFWeissmanBEShermanLSKnudsenESThe BRG-1 subunit of the SWI/SNF complex regulates CD44 expressionJ Biol Chem2001276129273927810.1074/jbc.M00974720011108719

[B57] WeiLVahediGSunHWWatfordWTTakatoriHRamosHLTakahashiHLiangJGutierrez-CruzGZangCDiscrete roles of STAT4 and STAT6 transcription factors in tuning epigenetic modifications and transcription during T helper cell differentiationImmunity201032684085110.1016/j.immuni.2010.06.00320620946PMC2904651

[B58] LiaoWSchonesDEOhJCuiYCuiKRohTYZhaoKLeonardWJPriming for T helper type 2 differentiation by interleukin 2-mediated induction of interleukin 4 receptor alpha-chain expressionNat Immunol20089111288129610.1038/ni.165618820682PMC2762127

[B59] ErnstJKellisMDiscovery and characterization of chromatin states for systematic annotation of the human genomeNat Biotechnol201028881782510.1038/nbt.166220657582PMC2919626

[B60] TieFBanerjeeRStrattonCAPrasad-SinhaJStepanikVZlobinADiazMOScacheriPCHartePJCBP-mediated acetylation of histone H3 lysine 27 antagonizes Drosophila Polycomb silencingDevelopment2009136183131314110.1242/dev.03712719700617PMC2730368

[B61] JinQYuLRWangLZhangZKasperLHLeeJEWangCBrindlePKDentSYGeKDistinct roles of GCN5/PCAF-mediated H3K9ac and CBP/p300-mediated H3K18/27 ac in nuclear receptor transactivationEMBO J201130224926210.1038/emboj.2010.31821131905PMC3025463

[B62] CreyghtonMPChengAWWelsteadGGKooistraTCareyBWSteineEJHannaJLodatoMAFramptonGMSharpPAHistone H3K27ac separates active from poised enhancers and predicts developmental stateProc Natl Acad Sci USA201010750219312193610.1073/pnas.101607110721106759PMC3003124

[B63] Rada-IglesiasABajpaiRSwigutTBrugmannSAFlynnRAWysockaJA unique chromatin signature uncovers early developmental enhancers in humansNature2011470733327928310.1038/nature0969221160473PMC4445674

[B64] ZentnerGETesarPJScacheriPCEpigenetic signatures distinguish multiple classes of enhancers with distinct cellular functionsGenome research201110.1101/gr.122382.111PMC314949421632746

[B65] WangZZangCRosenfeldJASchonesDEBarskiACuddapahSCuiKRohTYPengWZhangMQCombinatorial patterns of histone acetylations and methylations in the human genomeNat Genet200840789790310.1038/ng.15418552846PMC2769248

[B66] RamosYFHestandMSVerlaanMKrabbendamEAriyurekYvan GalenMvan DamHvan OmmenGJden DunnenJTZantemaAGenome-wide assessment of differential roles for p300 and CBP in transcription regulationNucleic Acids Res201038165396540810.1093/nar/gkq18420435671PMC2938195

[B67] SahooALeeCGJashASonJSKimGKwonHKSoJSImSHStat6 and c-Jun mediate Th2 cell-specific IL-24 gene expressionJ Immunol201118674098410910.4049/jimmunol.100262021357535

[B68] NorthrupDLZhaoKApplication of ChIP-Seq and related techniques to the study of immune functionImmunity201134683084210.1016/j.immuni.2011.06.00221703538PMC3137373

[B69] MemedulaSBelmontASSequential Recruitment of HAT and SWI/SNF Components to Condensed Chromatin by VP16Curr Biol200313324124610.1016/S0960-9822(03)00048-412573221

[B70] HargreavesDCCrabtreeGRATP-dependent chromatin remodeling: genetics, genomics and mechanismsCell research201121339642010.1038/cr.2011.3221358755PMC3110148

[B71] RymeJAspPBohmSCavellanEFarrantsAKVariations in the composition of mammalian SWI/SNF chromatin remodelling complexesJ Cell Biochem2009108356557610.1002/jcb.2228819650111

[B72] BiddieSCHagerGLGlucocorticoid receptor dynamics and gene regulationStress200912319320510.1080/1025389080250640919051126PMC6319377

[B73] ClapierCRCairnsBRThe biology of chromatin remodeling complexesAnnu Rev Biochem20097827330410.1146/annurev.biochem.77.062706.15322319355820

[B74] HoLCrabtreeGRChromatin remodelling during developmentNature2010463728047448410.1038/nature0891120110991PMC3060774

[B75] TarakhovskyATools and landscapes of epigeneticsNat Immunol201011756556810.1038/ni0710-56520562839

[B76] WysockaJSwigutTXiaoHMilneTAKwonSYLandryJKauerMTackettAJChaitBTBadenhorstPA PHD finger of NURF couples histone H3 lysine 4 trimethylation with chromatin remodellingNature2006442709886901672897610.1038/nature04815

[B77] MendelIShevachEMThe IL-10-producing competence of Th2 cells generated in vitro is IL-4 dependentEur J Immunol200232113216322410.1002/1521-4141(200211)32:11<3216::AID-IMMU3216>3.0.CO;2-H12555667

[B78] ZamischMTianLGrenninglohRXiongYWildtKFEhlersMHoICBosselutRThe transcription factor Ets1 is important for CD4 repression and Runx3 up-regulation during CD8 T cell differentiation in the thymusJ Exp Med2009206122685269910.1084/jem.2009202419917777PMC2806616

[B79] GrenninglohRMiawSCMoisanJGravesBJHoICRole of Ets-1 phosphorylation in the effector function of Th cellsEur J Immunol20083861700170510.1002/eji.20073811218465773

[B80] FlowersSNaglNGJrBeckGRJrMoranEAntagonistic roles for BRM and BRG1 SWI/SNF complexes in differentiationJ Biol Chem200928415100671007510.1074/jbc.M80878220019144648PMC2665061

[B81] HendriksRWNawijnMCEngelJDvan DoorninckHGrosveldFKarisAExpression of the transcription factor GATA-3 is required for the development of the earliest T cell progenitors and correlates with stages of cellular proliferation in the thymusEur J Immunol19992961912191810.1002/(SICI)1521-4141(199906)29:06<1912::AID-IMMU1912>3.0.CO;2-D10382753

[B82] PaiSYTruittMLTingCNLeidenJMGlimcherLHHoICCritical roles for transcription factor GATA-3 in thymocyte developmentImmunity200319686387510.1016/S1074-7613(03)00328-514670303

[B83] PrlicMBevanMJCutting Edge: {beta}-Catenin Is Dispensable for T Cell Effector Differentiation, Memory Formation, and Recall ResponsesJ Immunol201118741542154610.4049/jimmunol.110090721724993PMC3150307

[B84] WeberBNChiAWChavezAYashiro-OhtaniYYangQShestovaOBhandoolaAA critical role for TCF-1 in T-lineage specification and differentiationNature20114767358636810.1038/nature1027921814277PMC3156435

[B85] ChiTHWanMLeePPAkashiKMetzgerDChambonPWilsonCBCrabtreeGRSequential roles of Brg, the ATPase subunit of BAF chromatin remodeling complexes, in thymocyte developmentImmunity200319216918210.1016/S1074-7613(03)00199-712932351

[B86] JiHJiangHMaWJohnsonDSMyersRMWongWHAn integrated software system for analyzing ChIP-chip and ChIP-seq dataNat Biotechnol200826111293130010.1038/nbt.150518978777PMC2596672

[B87] WeiGWeiLZhuJZangCHu-LiJYaoZCuiKKannoYRohTYWatfordWTGlobal mapping of H3K4me3 and H3K27me3 reveals specificity and plasticity in lineage fate determination of differentiating CD4+ T cellsImmunity200930115516710.1016/j.immuni.2008.12.00919144320PMC2722509

How the deposited data were processed for this re-analysis (not part of the article)

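The samples were CD4+ T cells of WT and BAF180-deficient mice in 4 states: resting Naïve, stimulated Naïve, resting Th2 and stimulated Th2 cells. Each state has 3 arrays per genotype, labelled replicates A, B and C, so that 24 Illumina MouseRef-8 v2 BeadChip arrays were used. The authors made biotin-labelled cRNA from total RNA, hybridized it, scanned the arrays and deposited for each probe the average bead intensity from GenomeStudio, without normalization. The lowest intensity was similar on every array and well above 0, so the background had not been subtracted. The authors also deposited a detection p-value for each probe and array, which GenomeStudio computes against the negative control probes of the array. The Z-score normalization of the paper is not in the deposited values. The labels call the mice Balb/c, while the methods of the paper describe another background, and the stimulation of Naïve cells is given in the labels only.

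The deposited table holds 25697 probes. The 14246 probes with a detection p of at most 0.02 on at least 1 array were kept and stand for 10419 genes. This is the detection part of the filter of the methods, whose other part, a consistent signal on each chip, is not defined there and was not applied. Probes were given current gene symbols by their Entrez ID (16938 probes), RefSeq accession (7420), symbol (465) or synonym (552), and 322 kept the symbol of the table. Between 8047 and 10689 probes were detected per array, with a median of 9485.5, and the median intensity per array lay between 40.6 and 48.9. The number of arrays, 3 per group, limits the precision. Among the 24 pairs of replicate arrays of a group the correlation across probes was between 0.950 and 0.989, and at most 0.973% of the intensities of a pair were equal, so no array is a copy of another.

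Intensities were corrected for background with the mean and SD of the background inferred from the detection p-values, given an offset of 16, log2 transformed and quantile normalized over all arrays (neqc in limma 3.58.1, R 4.3.3). A linear model with 8 group means was fitted to all arrays with moderated variances (lmFit and eBayes in limma), with 16 residual degrees of freedom per probe and 20.4 after moderation. P-values were adjusted by the Benjamini-Hochberg method over the kept probes. A probe was counted when it met the 4 criteria of the methods: a Z-ratio (difference divided by the SD of the differences of all probes) beyond 1.5, an FDR below 0.3, a p below 0.05 and a mean signal above 0. A Z-ratio of 1.5 equalled a log2 difference of 0.30 in resting Th2, 0.27 in stimulated Th2, 0.34 in resting Naïve and 0.27 in stimulated Naïve cells. The methods describe the P-value as one for the replicability of Z-scores and cite the significance analysis of microarrays for the FDR. Neither was run here, and both values were taken from limma. A gene was counted when at least 1 of its probes was. Differences between states were tested as interactions in the same model. The exact permutation tests of 3 arrays against 3 were two-sided and cannot give a p below 0.1. Confidence intervals of shares are exact 95% Clopper-Pearson intervals and cover counting error only.

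Gene sets were the 580 GO terms in the array annotation with at least 10 kept probes, and 5 gene families chosen by symbol: histones, ribosomal proteins, translation factors, ribosome biogenesis factors and zinc finger proteins. They were tested with camera at a correlation of 0.01, with fry, and with PAGE, the method of the paper. Marker lists written by hand before their tests were of regulatory T cells (14 genes), memory T cells (17), B cells (14), myeloid cells (10), the interferon response (20) and Y chromosome genes (4).

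The calling was tested on simulated data in which 200 of the 14246 probes were changed. At a log2 change of 1 the criteria recovered 89.0% of them in resting Th2, 91.5% in stimulated Th2, 84.5% in resting Naïve and 92.0% in stimulated Naïve cells, and at 0.5 between 25.0% and 38.5%. Between 23.4% and 43.5% of the calls were false. The simulated noise was independent between probes and arrays, with 1 SD per probe in all states, and held no pairs or mice. Recovery also depends on how many probes are changed. These shares therefore need not hold for the real arrays. Il10, with a difference of 1.67 and a standard error of 0.54 in resting Th2 cells, missed the FDR criterion.

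The legend of Fig. 5 states that the arrays came from 3 pairs of WT and BAF180-deficient mice, but the paper does not state that the replicate letters mark the pairs. Letters as pairs were checked by correlating the deviations of each WT array and its BAF180-deficient partner from their groups. Pooled over the 4 states the correlation was 0.302 for A, 0.136 for B and 0.517 for C. Within single states it was between -0.0036 and 0.662, and 2 of the 12 values were at or below 0.1, after which the pooled values were computed. The letters were therefore read as pairs, with an unpaired model reported first and the letter as a block beside it wherever the block changes a call or moves a count by more than 1.5 times.

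The genes named in the text follow a rule. They are every gene the paper names as an array result, the genes Fig. 5 prints as shared, the genes of Fig. 3C and Fig. 4, Pbrm1, Cd44, Smarca4 and the SWI/SNF subunits the paper names. For each comparison they are also up to 5 genes per direction with the largest difference among counted genes whose 3 BAF180-deficient arrays all lay on 1 side of the WT arrays. Where a gene had several probes the one with the highest mean stood for it, and disagreement between probes is stated. Genes outside the rule are Xist and the Y chromosome genes, the genes above Il10 in rank, the members of the GO terms and marker lists, and the probes that differed between mice, which were named after their values were seen.

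The alternatives chosen before the data were examined were no background correction, Z-score normalization per array, normalization within each cell state, a stricter filter (detection p of at most 0.01 on at least 3 arrays), no filter, the replicate letter as a block, a model of the 6 arrays of a comparison only, variances without moderation, 1 probe per gene, an adjusted p below 0.05 as the only criterion, each array left out in turn, and PAGE and fry for gene sets. A block for the slide was also chosen but could not be run, because neither the deposited table nor the labels name the slides. Alternatives added after the data were seen were the criteria without the FDR, with and without Z-score normalization, the mouse as a random or a fixed block, and pair C left out. The RT-PCR, flow cytometry and chromatin immunoprecipitation experiments of the paper were not analysed here. No genome sequence was used, and the table names no genome build for its probe positions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.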

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

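All tests of the female mouse below, and those of shuffled letters and of batches, were chosen only after the result was seen, and only the test of strain variants was written down before its value was seen.

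Xist, a transcript of the X chromosome that the paper does not discuss, had a signal on 4 arrays and near none on the others. On the 4 arrays of BAF180-deficient replicate C, 1 for each cell state, its brighter probe was at 8.56 ± 0.083 (log2, mean ± SD), and on the other 20 arrays it was at 4.35 ± 0.16, a difference of 4.21. A second probe differed by 3.08. Of the 4 listed Y chromosome genes 3 were kept. Ddx3y was at 5.35 on these 4 arrays and 8.76 on the others (-3.42), Kdm5d at 4.24 and 5.10 (-0.86), and Uty, which was near background on most arrays, differed by -0.087.

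An exchange of labels between the WT and the BAF180-deficient mouse of pair C is argued against by Pbrm1. It was below all 3 WT arrays on the array labelled BAF180-deficient C in 4 of 4 states. What stays open is a female mouse among male mice. This is a candidate explanation, because 2 Y genes, Ddx3y and Kdm5d, were lower on each of the 4 arrays than on each of the other 20. The test first took all 3 kept Y genes and gave 2 of 3, and it was then narrowed to the Y genes detected on most of the other arrays, which left Uty out. A male mouse's cells mixed with female cells cannot be told apart from this, because of the 12 pairs of a Y gene and an array of replicate C 4 were detected, all of them Ddx3y, and a low level of Ddx3y can come from few male cells or from a probe that also binds another transcript. The sex of the mice is not given in the labels, and a biological effect of sex was not tested, since sex cannot be separated from a single mouse.

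Probes that were high in some mice and low in others, in all 4 cell states alike, numbered 36, from 33 genes. Each left a gap of at least 1 log2 unit between the high and the low mice in every state, with a median gap of 1.42 and a largest of 3.86. Not counted were 1 probe that divided the mice by genotype and 3 probes of Xist and the Y genes. The paper does not report on differences between mice of one genotype. On 11 of the probes every array of the high mice was detected and at most 1 in 4 of the arrays of the low mice. The 36 probes divided the 6 mice in 17 ways.

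Letters that do not follow the same mouse through the 4 states are argued against, since shuffling the letters within each group 100 times gave at most 7 such probes, with a median of 0. Hybridization or labelling batches shared by a mouse's 4 arrays are argued against as the whole cause, since a batch would divide most of these probes in 1 way and the commonest of the 17 ways held 16.7% of them. That test replaced an earlier one after the 36 probes were seen to be 0.253% of those kept. Strain variants on shared chromosome segments stay open. Of 4 pairs of such probes within 5 Mb 1 divided the mice alike (25.0%), against 4.98% of pairs further apart (permutation p = 0.197), and 4 pairs are too few to decide. The labels and the methods name different backgrounds of the mice. No biological explanation was tested, because the design names none for single mice.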

How the results depend on the processing

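The criteria without the FDR, the mouse as a random or fixed block and pair C left out are tests chosen only after the data were seen, and the other alternatives were fixed in advance. Up to 203 results were recomputed under each alternative, and most of them kept their direction and their side of the threshold, while the numbers of changed genes did not. Il10 stayed higher in BAF180-deficient cells in both Th2 states under each of these settings, at 1.52 to 1.67 in resting and 0.83 to 1.11 in stimulated cells, and without single arrays at 1.37 to 1.94 and 0.60 to 1.02. Its rise upon stimulation in WT Th2 cells stayed between 3.48 (pair C left out) and 3.95 log2 units, and between 3.65 and 4.18 without single arrays. Pbrm1 was lower in every state and setting, and in resting Th2 cells it met the criteria under each alternative fixed in advance and without each single array (adjusted p from 0.000451 to 0.0146). The numbers of listed genes on the side the paper gives were within 1.5 times their value under every alternative set in advance except single arrays left out of the stimulated Naïve cells, and all 15 genes of Fig. 5 were higher in both Th2 states in each. Among the 159 values of single genes, which leave out Pbrm1 and, in Th2 cells, Il10, 38 changed sign under at least 1 alternative, 19 of them only when an array was left out. None (0) of the 38 had a limma p below 0.05 in the model of 24 arrays, and the largest of them there was 0.34 in size. Of the 31 of these values that met the criteria 0 changed sign, and all 31 missed the criteria under at least 1 alternative, 30 of them when only the 6 arrays of the comparison were fitted. Nearly all of the 31 had been picked because their arrays separated by genotype. Leaving out an array could therefore hardly reverse them, and the 0 is no test of robustness to it.

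No background correction left 193 of 203 results as they were. The changed genes in stimulated Naïve cells numbered 5, and Il10 was 10th among increases in stimulated Th2 cells. The cause was not tested. Z-score normalization left 165 of 203 as they were and gave 27 changed genes in resting Th2, 12 in resting Naïve, 5 in stimulated Naïve cells and 47 in any state. The share of higher genes was 0% in stimulated Th2 and 41.7% in resting Naïve cells, Il10 was 4th in stimulated Th2 cells, and Pbrm1 in resting Naïve cells (-0.93) missed the FDR criterion. It reversed Il13 (-0.015), Nras (-0.0025) and Smarca2 (0.058) in resting Th2 cells, E2f1 (-0.055), Furin (0.042), Gata3 (0.030), Kdm3a (-0.0056) and Rb1 (-0.029) in stimulated Th2 cells, Arid2 (0.0032) and Cdkn2b (-0.0065) in resting Naïve cells, and Dicer1 (0.022), Gata3 (0.013) and Smarca2 (0.0045) in stimulated Naïve cells. It also reversed the direction in stimulated Th2 cells of ribosome biogenesis (adjusted p = 0.991), ribosomal proteins (0.00147) and translation factors (0.617). The median difference over all probes stayed within 0.1 of 0 under it. The cause was not tested. Normalization within the cell state left 187 of 203 as they were, with 59 changed genes in resting Th2, 7 in resting Naïve (42.9% higher) and 22 in stimulated Naïve cells, and Pbrm1 in resting Naïve cells (-0.94) missed the FDR criterion. The cause was not tested.

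The stricter filter left 197 of 202 results as they were, with 4 changed genes in stimulated Naïve cells. Without a filter 182 of 203 stayed, with 5 changed genes in resting and 7 in stimulated Th2 cells and 5 GO terms. Nucleosome assembly and positive regulation of T cell differentiation then had adjusted p of 0.0677 each, over a range of 9.92e-09 to 0.998 and of 0.000127 to 0.998 among all alternatives, and translation factors reversed (0.939). More or fewer probes are tested under these settings. Without moderation of the variances 173 of 191 stayed, with 4 changed genes in resting and 5 in stimulated Th2 cells, 0% of the latter higher. With 1 probe per gene 198 of 202 stayed. The interactions with stimulation in Naïve cells and with cell type each had 1 probe, the GO terms numbered 3, fewer terms having enough probes, and translation factors reversed (0.969). Results by camera were not available for unmoderated variances or the random block. With an adjusted p below 0.05 as the only criterion, which is stricter by construction, 4 genes changed in resting Th2, 3 in stimulated Th2 (0% higher), 15 in resting Naïve (40.0% higher), 3 in stimulated Naïve cells and 23 in any state. PAGE counted 25 GO terms and fry 1, and fry gave nucleosome assembly and positive regulation of T cell differentiation an adjusted p of 0.998 each. Nucleoside metabolism was the 1 camera call that held under fry.

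Fitted to the 6 arrays of the comparison only, which leaves fewer residual degrees of freedom, 161 of 201 results stayed. The changed genes numbered 1 in resting Th2 (0% higher), 0 in stimulated Th2, 1 in resting Naïve (0% higher), 0 in stimulated Naïve cells and 2 in any state. At a limma p below 0.05 without adjustment this model had 484 probes in stimulated Th2 and 330 in stimulated Naïve cells. Pbrm1 missed the FDR criterion in stimulated Th2 (-1.39), resting Naïve (-0.999) and stimulated Naïve cells (-1.60).

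With the replicate letter as a block, which pairs the mice, 184 of 203 results stayed, 11 newly met the criteria, 2 missed them, 6 counts moved and 0 reversed. The changed genes numbered 121 in resting Th2, 40 in stimulated Th2, 570 in resting Naïve, 30 in stimulated Naïve cells and 698 in any state, and 5 genes were higher in both Th2 states. Il10 in resting Th2 cells (1.67) met the criteria, with an adjusted p of 0.0177 against a range of 0.0177 to 1.00 over the alternatives set in advance. Others that met them included Cdkn1a, Cdkn2a, Foxp3, Rgs1, Jak2, Phlda3 and Rbms2 in resting Th2 cells and Cdkn1a and Foxp3 in resting Naïve cells. Their adjusted p with the block was the lowest of their alternatives, whose highest was 1.00. Aldh5a1 and Osbpl2 in stimulated Naïve cells missed the FDR criterion. The mouse as a random block gave 1 probe each for the interactions with stimulation in Naïve cells and with cell type and left 189 of 191 results as they were, and as a fixed block 4 of 4.

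Without the FDR criterion 405 genes changed in resting Th2, 334 in stimulated Th2, 773 in resting Naïve, 282 in stimulated Naïve cells and 1494 in any state, 25 genes were higher in both Th2 states, and Il10 in resting Th2 cells (1.67) was counted. With Z-score normalization as well the numbers were 401, 264, 419, 240 and 1107, with 16 genes higher in both, and Il10 was counted in resting (1.52) and stimulated Th2 cells (1.11). These criteria are laxer by construction. With pair C left out 168 of 201 results stayed, and the changed genes numbered 34, 44, 321 and 19 in the same order and 385 in any state, with 2 higher in both Th2 states. Il10 in resting Th2 cells (1.64) met the criteria, the GO terms numbered 6, and 0 of the 3 activated genes of the Naïve list were lower in stimulated Naïve cells. Leaving out pair C reversed Il13 (-0.070), Il5 (-0.023), Prkca (-0.14) and Smarca2 (0.10) in resting Th2 cells, Gata3 (0.10) and Il13 (0.083) in stimulated Th2 cells, Cdkn2b (-0.060) and Smarca2 (-0.024) in resting Naïve cells, and Dicer1 (0.079), Gadd45a (0.13), Gata3 (0.060), Smad1 (0.0089) and Smarca2 (0.0082) in stimulated Naïve cells. The cause was not tested.

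Leaving out single arrays moved the numbers of changed genes to between 2 and 35 in resting Th2, 3 and 34 in stimulated Th2, 74 and 583 in resting Naïve and 3 and 16 in stimulated Naïve cells, and to between 79 and 603 in any state. In resting Th2 cells it was 2 without WT B, 2 without BAF180-deficient A and 35 without WT C. The number in stimulated Th2 cells was 3 without WT A, 5 without WT B, 34 without WT C, 5 without BAF180-deficient A and 6 without BAF180-deficient B. The number in resting Naïve cells was 182 without WT A, 181 without WT B, 583 without WT C and 163 without BAF180-deficient C, and in stimulated Naïve cells 4 without WT B, 16 without WT C, 3 without BAF180-deficient A and 4 without BAF180-deficient B. In any state it was 206, 203, 603 and 186 without resting Naïve WT A, WT B, WT C and BAF180-deficient C. The share of higher genes ranged from 0% to 50.0% in resting Th2, from 0% to 33.3% in stimulated Th2 and from 44.0% to 58.0% in resting Naïve cells, where without WT A 80 genes were higher and 102 lower. The rank of Il10 was 2 to 8 in resting Th2 cells (4 without WT A, 8 without WT C, 5 without BAF180-deficient A and 6 without BAF180-deficient B) and 16 to 47 in stimulated Th2 cells (47 without WT B). The interactions had 0 to 1 probe for stimulation in Th2 cells (1 without stimulated Th2 WT C), 0 to 2 in Naïve cells (2 without resting Naïve WT C, 1 without WT A) and 0 to 6 for cell type (6 without resting Naïve WT C, 1 without WT A, 2 without resting Th2 WT C). Pbrm1 in resting Naïve cells ranged from -1.17 to -0.88 and missed the FDR criterion without BAF180-deficient B.

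Among gene sets in stimulated Th2 cells the GO terms numbered 5 to 11 without single arrays (7 without WT C, 5 without BAF180-deficient A, 5 without B and 7 without C). The adjusted p of nucleosome assembly ranged from 1.05e-06 to 0.290 and was 0.262 without WT C and 0.290 without BAF180-deficient B. That of positive regulation of T cell differentiation ranged from 0.00765 to 0.256. It was above 0.05 without WT B (0.256), WT C (0.0901), BAF180-deficient A (0.0516), B (0.0723) or C (0.0681). Ribosome biogenesis ranged from 0.526 to 0.946 and protein biosynthesis from 0.305 to 0.981, both with a change of direction, as did ribosomal proteins (0.0814 to 0.888), translation factors (0.218 to 0.921) and zinc finger proteins (0.326 to 0.921). Of the 3 activated genes of the Naïve list 1 to 3 were lower in stimulated Naïve cells, 1 without WT A and 1 without BAF180-deficient C. The single genes below changed sign when 1 array was left out, and their log2 differences are given from lowest to highest. Those in resting Th2 cells were Bcl2 (-0.60 to 0.14), Ctla4 (-0.26 to 0.56), Gata3 (-0.0067 to 0.26), Igf1r (-0.17 to 0.013), Il13 (-0.13 to 0.19), Il5 (-0.039 to 0.27), Nras (-0.092 to 0.20), Prkca (-0.10 to 0.23), Smarca2 (-0.22 to 0.31) and Smarca4 (-0.28 to 0.029). Those in stimulated Th2 cells were Bcl2 (-0.11 to 0.11), Cdk2 (-0.084 to 0.15), Cdkn1a (-0.12 to 0.17), E2f1 (-0.20 to 0.26), Gata3 (-0.23 to 0.10), Icos (-0.067 to 0.34), Ikbke (-0.66 to 0.13), Il13 (-0.35 to 0.10), Il2ra (-0.19 to 0.10), Il5 (-0.091 to 0.30), Kdm3a (-0.065 to 0.26), Maf (-0.051 to 0.21) and Rb1 (-0.087 to 0.23). Those in resting Naïve cells were Arid2 (-0.24 to 0.29), Cd44 (-0.10 to 0.30), Cdkn2b (-0.072 to 0.10), Ifng (-0.31 to 0.31), Il10 (-0.45 to 0.79) and Smarca2 (-0.020 to 0.18). Those in stimulated Naïve cells were Arid2 (-0.44 to 0.35), Cd44 (-0.27 to 0.14), Cdkn2b (-0.057 to 0.097), Dicer1 (-0.18 to 0.19), Gadd45a (-0.36 to 0.21), Gata3 (-0.10 to 0.11) and Smarca2 (-0.11 to 0.098). The cause was not tested beyond the array left out.

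A block for the slide was not run, because the slides are not named. Fewer probes rise above background on some arrays than on others (8047 to 10689 detected), and a difference in a gene near background, such as Kdm5d or Uty, cannot be larger than its signal over the background.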

Differences from the paper's values

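The criteria without the FDR, with or without Z-score normalization, and pair C left out are tests chosen only after the values were seen, and the other alternatives were set before the data were examined.

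The paper's text gives 1,100 genes changed in any condition, and the count here was 116. None (0) of the alternatives set before the data were examined came within 1.5 times the paper's number. They gave 2 to 698, the highest with the replicate letter as a block. For the single states the paper's numbers were read from its figure. In resting Th2 cells the paper has about 580 in Fig. 5, read by eye, against 11 here (1 to 121 over those alternatives). For stimulated Th2 cells it has about 220 in Fig. 5, read by eye, against 11 (0 to 40). For resting Naïve cells the paper's number is about 290 in Fig. 5, read by eye, against 92 (1 to 570, and up to 583 with WT replicate C left out), and for stimulated Naïve cells about 180 in Fig. 5, read by eye, against 10 (0 to 30). Each of these alternatives differed from the paper's number by more than 1.5 times in all 4 states.

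Genes higher in BAF180-deficient cells number about 440 in Fig. 5 of the paper, read by eye, in resting Th2 cells and 4 here (0 to 67 over the alternatives set before the data were examined). For stimulated Th2 cells the paper has about 71 in Fig. 5, read by eye, against 2 here (0 to 11). As higher in both the paper has about 15 in Fig. 5, read by eye, against 0 here by the limma FDR and the other criteria (0 to 5). At an unadjusted p below 0.05 there were 492 probes in resting and 387 in stimulated Th2 cells. The colours in the legend of Fig. 5 and its Venn diagram do not give the same direction, and the numbers higher were read by the diagram and the paper's text, so that they would be numbers lower if the colours hold. None (0) of the alternatives set before the data were examined reached these 3 numbers within 1.5 times.

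The criteria without the FDR, chosen after seeing the values, gave 1494 genes in any condition and 405 in resting Th2 cells, both within 1.5 times the paper's numbers, and dropped 17 of the 36 entries of the 4 gene lists in the paper's text, where Foxp3 stands in 2 lists and counts in each. Z-score normalization together with these criteria, also chosen after seeing the values, gave 1107 in any condition, 401 in resting Th2, 264 in stimulated Th2, 419 in resting Naïve and 240 in stimulated Naïve cells, 80 higher in stimulated Th2 cells and 16 higher in both, all within 1.5 times the paper's numbers, and dropped 15 of the 36 entries and 7 of the 15 genes that Fig. 5 prints as shared. Leaving out pair C, chosen after seeing the values, gave 321 in resting Naïve cells and dropped 31 of the 36. The number higher in resting Th2 cells was 211 without the FDR and 265 with Z-score normalization as well, so that 0 of the settings run reached the paper's.

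By the 4 criteria 2 of the 36 entries were counted here, Cdkn1a by another probe than its brightest, and Smad1. Those that the replicate block counted include Il10, Foxp3, Rgs1, Cdkn2a, Jak2 and Twistnb in Th2 cells and Cdkn1a, Foxp3 and Smad1 in Naïve cells. Normalization within the cell state counted Foxp3, Rgs1 and Cdkn2a in Th2 and Il17f in Naïve cells. Of the genes of Fig. 5, Emilin2 was counted here, and Aldh5a1, Rbms2, Rgs1, Phlda3 and Il10 were under at least 1 of Z-score normalization, normalization within the cell state and the block. With single arrays left out, Cdkn1a (by its brightest probe) and Il17f were counted in resting Naïve cells without BAF180-deficient replicate C, and Il17f in stimulated Naïve cells without WT replicate C.

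Over both states of each cell type the count here was 21 genes in Th2 and 100 in Naïve cells, where the paper states that more genes change in the differentiated cells. Chance is not excluded for the Naïve count. Among genes counted in resting Th2 cells 4 were higher and 7 lower, where the paper has more of them higher. Ribosome biogenesis and protein biosynthesis had mean log2 differences of -0.034 and -0.023 in stimulated Th2 cells (neither past the threshold), where the paper has these functions higher, and with Z-score normalization they were 0.035 and 0.028. Il10 was 2nd and 19th among increases in resting and stimulated Th2 cells, and 11th by the smaller of both, where the paper puts it first over both states. These ranks cover all kept probes without a test, unlike the filtered genes of the paper. Of the 18 probes above it after stimulation 13 had arrays that overlapped between the genotypes. Emilin2 lay above it in both states with separate arrays. Cdkn1a differed by -0.015 in stimulated Th2 cells, where the paper has it higher in its RT-PCR, short of significance by its paired test. The sign on the arrays changed between probes and when single arrays were left out, so the 2 do not conflict clearly.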

Other observations

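The tests of B cell RNA and of normalization for Il10, of myeloid cells, of the interferon response and of differences between mice of one genotype were chosen only after the result was seen. The other tests of this part were written down before their values were seen, the one on replicate C after Xist had been.

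Whether chance can be excluded as the source of the counts was tested by dividing the same arrays in other ways. With 3 arrays against 3 there are 10 divisions, so the share is never below 0.1 and chance cannot be excluded in any single state. Divisions that counted as many genes, the real one included, numbered 3 of 10 in resting Th2, 5 in stimulated Th2, 7 in resting Naïve and 4 in stimulated Naïve cells, 7 for genes in any condition and 4 for GO terms in stimulated Th2 cells. Of the 3 other divisions that part all 3 pairs, none (0) counted as many genes in resting Th2, stimulated Th2 or stimulated Naïve cells, and 2 did in resting Naïve cells. The divisions with more genes in the former 3 states keep pairs together. With the replicate letter as a block the real division counted 121, 40 and 30 genes in these 3 states and the other 3 divisions at most 1. The block gave 570 genes in resting Naïve cells, and the other divisions gave 395, 815 and 915. For each of the 3 interactions, the real count at a limma adjusted p below 0.05 was 0, which all 100 of 100 divisions reach by construction, so this count tests nothing. At an unadjusted p below 0.05 the real division had 257, 324 and 385 probes, and 68, 100 and 91 of the 100 divisions had as many, so chance is not excluded. Fewer probes than chance gives had a p below 0.05 in 3 of the 4 states. Differences between mice of one genotype, which the model counts as spread, were tested on the other divisions over these states. Of these 14 of 27 had more such probes than the real one, but most of the 14 keep pairs together, so the count does not decide. The divisions that part all 3 pairs had 116, 222 and 362 in resting Th2 cells, where the real one had 492. They had 141, 251 and 190 against 387 in stimulated Th2 cells, and 392, 190 and 158 against 320 in stimulated Naïve cells. The larger counts with the block, which takes differences between pairs out of the spread, go with this explanation.

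For the higher Il10 in BAF180-deficient resting Th2 cells, 2 explanations are argued against. BAF180-deficient replicate C, whose mouse may be female, is not the source, because without it the difference was 1.94. Normalization is not, because the lowest difference under another background correction or normalization was 1.52. RNA from B cells cannot be told apart from a change within Th2 cells, since of the 11 of 14 listed genes that were kept 10 were higher, with a median of 0.17 and an exact p of 0.6, and 4 were detected on all 6 arrays. The mean of the list was higher in each pair, at 5.56 and 5.68, 5.13 and 5.48, and 6.30 and 6.45 in WT and BAF180-deficient arrays A, B and C. The most abundant gene, H2-Ab1 (8.42 in WT), was higher by 0.073. More regulatory T cells cannot be told apart from it either. Of 14 listed genes 13 were kept, 11 were detected on all 6 arrays, and 8 were higher, with a median of 0.17 and an exact permutation p of 0.4 for the mean of the list. Its most abundant gene, Socs2 (10.75 in WT), was higher by 0.38. A direct effect of BAF180 on Il10 was not tested. The lists share no gene with each other, and 0 of their genes were also named by the paper.

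Foxp3 was higher in BAF180-deficient cells of all 4 states. More regulatory T cells may account for it in part. In resting Naïve cells 9 of the 13 kept genes of that list were higher, with a median of 0.31, 12 were detected on all 6 arrays, and the most abundant, Tnfrsf18 (8.96 in WT), was higher by 0.068. This rests on camera, since fry gave an unadjusted p of 0.110 and the exact p was 0.2. The median in stimulated Th2 cells was 0.00049 and the mean -0.096, so that they differ in sign. A change in Foxp3 within the cells stays open and was not tested.

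S100a6 was higher and Dapl1 lower in BAF180-deficient resting Naïve cells. More memory T cells are a candidate explanation. The flow cytometry of the paper goes against it, with CD62L unchanged and the memory marker CD44 lower on BAF180-deficient peripheral T cells. The paper leaves open whether the lower CD44 is a direct effect of BAF180 on that gene. Its methods also isolate Naïve cells by CD4 and CD62L. Without S100a6, 12 of the 14 kept genes of the memory T cell list were higher, with a median of 0.33 (0.27 to 0.44 over the normalizations and pair C left out), and all 3 BAF180-deficient arrays lay above the WT arrays (exact permutation p = 0.1, fry unadjusted p = 0.0125). Its most abundant gene, S100a11 (10.99 in WT), differed by -0.0039, which goes against it, and 12 of the 15 kept genes with S100a6 were detected on all 6 arrays. The medians were -0.070 in resting Th2, -0.090 in stimulated Th2 and 0.20 in stimulated Naïve cells, and the interaction with cell type had a fry unadjusted p of 0.0260. A change of these genes within Naïve cells stays open and was not tested.

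Daxx and Adar were lower in BAF180-deficient resting Th2 cells. A lower interferon response is a candidate explanation, found after the genes were seen. Of the 17 of 20 listed genes that were kept, 11 were detected on all 6 arrays and 16 were lower, with a median of -0.60 (fry unadjusted p = 0.0484, exact permutation p = 0.3). The mean of the list was 6.44 and 6.54 on WT arrays A and B but 5.33 on WT array C. BAF180-deficient arrays A, B and C were at 5.64, 5.78 and 5.28, lower than their WT partner in each pair and least so in C. The most abundant gene, Parp14 (8.68 in WT), differed by -0.099. All 17 were lower in stimulated Th2 cells, with a median of -0.42 (exact permutation p = 0.1, fry unadjusted p = 0.0452), and in resting and stimulated Naïve cells the medians were -0.042 and 0.088. An interferon exposure of some mice and an effect of BAF180 cannot be separated and were not tested.

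Gpnmb was lower in BAF180-deficient resting Th2 cells. Myeloid cells with the listed transcripts are argued against as its main source in WT resting Th2 cells, because these transcripts and Gpnmb did not go together. No BAF180-deficient array entered that test, so it does not decide whether fewer myeloid cells lowered Gpnmb. From WT resting Naïve to WT resting Th2 cells the probe of Gpnmb rose by 4.44, while those of all 9 of 10 listed genes that were kept fell, with a median of -2.76. All 9 were detected on the 3 WT resting Naïve arrays and 5 of them on 0 of the 6 resting Th2 arrays. Cst3 and Ctss were still detected on all 3 WT resting Th2 arrays. Myeloid cells that carry Gpnmb without the listed transcripts are not covered by this test. The most abundant gene, Cst3 (9.64 in WT resting Th2 cells), differed by -0.082 between the genotypes. The test set first was the median difference of the list, -0.0056 over genes that went both ways (4 higher, 2 detected on all 6 arrays), which decides nothing, and a second, which set different probes against each other, was dropped. A change in Gpnmb within Th2 cells stays open and was not tested. For strain chromatin carried with the targeted gene, the 83 probes within 10 Mb of Pbrm1 on chromosome 14 held 0 with an unadjusted limma p below 0.05 in the values averaged over the 4 states of each mouse, against 757 of 14037 others (one-sided Fisher's exact p = 1), and the test cannot exclude it, because a strain may carry no variant under a probe.

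Averaged over the 4 states of each mouse, 3 mice against 3, 1 probe had a limma adjusted p below 0.05, that of Pbrm1 (-1.46, adjusted p = 0.00474), and 764 had an unadjusted p below 0.05. Il10 differed by 0.11 in resting and 0.72 in stimulated Naïve cells. Cd44 differed by -0.11, -0.39, 0.12 and -0.088 in resting Th2, stimulated Th2, resting Naïve and stimulated Naïve cells, and its 6 probes disagreed in sign. Il4 differed by 0.62 and 0.13, Gata3 by 0.16 and -0.097, Maf by 0.30 and 0.081, Il5 by 0.099 and 0.13, and Il13 by 0.052 and -0.099 in resting and stimulated Th2 cells. Smarca4 differed by -0.093, 0.15, 0.22 and 0.068, Smarca2 by -0.0084, -0.19, 0.087 and -0.010, and Arid2 by -0.15, 0.23, -0.0083 and -0.13 over the 4 states in the same order. The array has no probe for Arid1b or Brd7, and the 1 probe for Arid1a was not kept.

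Histones as a family were lower in BAF180-deficient stimulated Th2 cells under each normalization run, with a mean of -0.20 over 57 probes, 6 of them higher (camera adjusted p = 9.90e-09, fry adjusted p = 0.830). Without WT replicate C the camera adjusted p was 0.0301 and the mean -0.10, and without BAF180-deficient replicate B 0.0146 and -0.11. Ribosome biogenesis factors were higher in resting Th2 cells, with a mean of 0.12 (camera adjusted p = 0.00325, fry adjusted p = 0.604).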
